# RNA-seq studies using wheat *PHYTOCHROME B* and *PHYTOCHROME C* mutants reveal shared and specific functions in the regulation of flowering and shade-avoidance pathways

**DOI:** 10.1186/s12870-016-0831-3

**Published:** 2016-06-21

**Authors:** Stephen Pearce, Nestor Kippes, Andrew Chen, Juan Manuel Debernardi, Jorge Dubcovsky

**Keywords:** Wheat, *PHYB*, *PHYC*, Photomorphogenesis, RNA-seq, Shade-avoidance, Flowering

## Abstract

**Background:**

In cereal crops such as wheat, an optimal timing of developmental transitions is required to maximize grain yield. Many of these developmental changes are precisely regulated by changes in the duration, intensity or quality of light. Phytochromes are dimeric photoreceptors that absorb light maximally in the red and far-red wavelengths and induce large-scale transcriptional changes in response to variation in light quality. In wheat, *PHYC* is required for early flowering under long days. However, it is currently unknown whether this function requires the presence of *PHYB*. In this study, we characterized the role of *PHYB* in wheat development and used RNA-seq to analyze and compare the transcriptomes of *phyB*-null and *phyC-*null TILLING mutants.

**Results:**

Under long-day photoperiods, *phyB-*null plants exhibit a severe delay in flowering comparable to the delay observed in *phyC*-null plants. These results demonstrate that both genes are required for the induction of wheat flowering under long days. Using replicated RNA-seq studies we identified 82 genes that are significantly up or down regulated in both the *phyB-*null and *phyC-*null mutant relative to their respective wild-type controls. Among these genes are several well-characterized positive regulators of flowering, including *PPD1, FT1* and *VRN1*. Eight-fold more genes were differentially regulated only in the *phyB*-null mutant (2202) than only in the *phyC-*null mutant (261). The *PHYB-*regulated genes were enriched in components of the auxin, gibberellin and brassinosteroid biosynthesis and signaling pathways, and in transcription factors with putative roles in regulating vegetative development and shade-avoidance responses. Several genes involved in abiotic stress tolerance pathways were also found to be regulated by *PHYB*.

**Conclusions:**

*PHYB* and *PHYC* are both required for the photoperiodic induction of wheat flowering, whereas *PHYB* alone regulates a large number of genes involved in hormone biosynthesis and signaling, shade-avoidance response, and abiotic stress tolerance. Our analysis provides a comprehensive overview of the PHYB- and PHYC-mediated transcriptional changes during light signaling, and an initial step towards the dissection of this regulatory gene network in wheat. This further dissection will be required to explore the individual phytochrome-mediated developmental responses and to evaluate their potential to improve wheat adaptation to changing environments.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-016-0831-3) contains supplementary material, which is available to authorized users.

## Background

Plants utilize external cues to precisely coordinate their growth and development with environmental conditions that maximize reproductive success. In cereal crops such as wheat, this has a direct impact on grain production, so understanding the regulatory mechanisms underlying these responses has important practical implications.

Plants are exquisitely adapted to detect variation in the quality, intensity and duration of light signals, and in response undergo rapid and dynamic transcriptional changes. These responses are mediated by several classes of photoreceptors, which absorb light of different wavelengths [1]. Among the photoreceptor families, the phytochromes absorb light maximally in the red (R) and far-red (FR) spectrum and modulate several important biological processes, including seed germination, flowering development, circadian rhythms and shade-avoidance [2, 3].

The phytochrome protein consists of two modules, both of which are essential for light signaling. The N-terminal photosensory core module is required for chromophore binding and photoconvertibility and is comprised of three domains: PAS (named from homology to PERIOD, ARYL HYDROCARBON RECEPTOR NUCLEAR TRANSPORTER and SINGLE MINDED), GAF (cGMP phosphodiesterase/adenylate cyclase/FhlA) and PHY (phytochrome-specific domains) [3]. The C-terminal module is comprised of two tandem PAS domains and a histidine kinase-like domain and is required for downstream regulatory function [4].

Phytochrome proteins can have one of two interchangeable isomeric forms; the biologically inactive, R light-absorbing Pr form and the biologically active, FR light-absorbing Pfr form [3]. Phytochromes are synthesized in the Pr form in the cytosol and, upon absorption of R light, undergo rapid conformational change to the active Pfr form, which results in their import into the nucleus [5]. In darkness or upon absorption of FR light, phytochromes in the Pfr state revert to the inactive Pr state [3]. In the nucleus, phytochrome dimers interact with a small subset of basic helix-loop-helix (bHLH) transcription factors known as PHYTOCHROME INTERACTING FACTORS (PIFs) [6]. The PIFs directly regulate a set of downstream targets by binding to conserved ‘G-box’ elements in their promoters [7]. The PIF primary targets then activate an array of secondary responses, including other transcription factors and regulators of growth and development [8]. The interaction between phytochromes and PIFs triggers the rapid multi-site phosphorylation of the latter, tagging them for degradation by the 26S proteasome machinery [9]. Phytochromes in the Pfr state inhibit the regulatory activity of PIF proteins by releasing them from their DNA targets [10, 11]. The PHY-PIF interaction also induces the degradation of the PHY protein, as part of a feedback regulatory mechanism to control active PHY levels [12]. This flexible mechanism allows for the precise adjustment of plant growth and development to subtle variations in light quality.

The phytochromes are encoded by three main clades of genes; *PHYA*, *PHYB* and *PHYC* [13]. While in the dicot lineage, gene duplication events within the *PHYB* clade have given rise to the *PHYD* and *PHYE* genes, the genomes of most monocot species, including wheat and barley, contain a single copy of each of the three phytochrome genes [13]. In Arabidopsis, a series of *phy* null mutants have been used to characterize the distinct and overlapping roles played by each phytochrome during development [2]. *PHYA* is the predominant phytochrome in seedling photomorphogenesis and regulates hypocotyl elongation during de-etiolation and the response to low fluence light [14]. *PHYB*, partially redundantly with the related *PHYD* and *PHYE* genes, regulates vegetative development, including the shade-avoidance syndrome, a response characterized by changes in plant architecture and growth under low ratios of R light to FR light (R/FR) to avoid shading by surrounding vegetation [15]. *PHYC* plays a more limited role and regulates a variety of photomorphogenesis responses throughout development in combination with other phytochromes. In both Arabidopsis and rice, PHYC activity is dependent on a functional PHYB protein [16–18]. However, in wheat, the PHYC protein is stable in the absence of other phytochromes and is sufficient to induce photomorphogenic changes when introduced into an Arabidopsis plant lacking functional endogenous phytochromes [19].

In the long-day (LD) grasses, such as wheat, barley and *Brachypodium*, *PHYC* plays a critical role in the acceleration of flowering under inductive LD conditions [19–21]. In these species PHYC is essential for the light activation of the *PHOTOPERIOD 1* gene (*PPD1 = PSEUDO RESPONSE REGULATOR37, PRR37*) [19–21], which is responsible for most of the natural variation in photoperiodic response in the temperate cereals [22–25]. Under LD, *PPD1* upregulates *FLOWERING LOCUS T1* (*FT1*), which encodes a mobile protein with homology to Phosphatidylethanolamine-Binding Proteins (PEBPs) domain [26]. The FT1 protein is transported through the phloem from the leaves to the shoot apical meristem, where it is assembled into a hexameric protein complex that directly activates the expression of the meristem identity gene *VRN1* [27, 28].

Wheat *phyC-*null mutant plants flower more than 100 days later than the wild-type control and this delay is associated with the downregulation of both *PPD1* and *FT1* [19]. The delay in flowering in the *phyC-*null mutant is more severe than the effect observed in either *ppd1-*null [29] or *ft1-*null [30] mutants, suggesting that in addition to the *PPD1-FT1*-mediated effect on flowering, *PHYC* also regulates other floral activation pathways. These additional effects on flowering time might be associated with the transcriptional changes observed in several components of the circadian clock in the *phyC-*null mutant [19].

Protein interaction studies demonstrated that the wheat PHYC protein can form both PHYC-PHYC homodimers and PHYB-PHYC heterodimers [19], but it is currently unknown whether PHYB is also necessary for the LD induction of flowering in wheat. In this study we show that the *phyB-*null mutant flowers even later than the *phyC-*null mutant, suggesting that both phytochromes are critical for flowering induction in wheat. We also describe morphological differences in the vegetative phenotype of the two mutants and characterize the subsets of genes regulated by each phytochrome using replicated RNA-seq studies. We show that both PHYB and PHYC are required for the induction of several flowering genes, and that more genes are differentially regulated only in the *phyB-*null mutant than only in the *phyC-*null mutant. *PHYB*-regulated targets include multiple genes involved in vegetative development, hormone biosynthesis and signaling, the shade-avoidance response, and abiotic stress tolerance. Our analysis provides insight into the downstream regulatory networks controlled by wheat PHYB and PHYC and identifies additional targets to further dissect light-mediated developmental signals in wheat.

## Results

### Characterization of the *phyB*-null mutant

Using a Targeting Induced Local Lesions in Genomes (TILLING) population of the tetraploid wheat variety Kronos we identified 206 mutations in the coding regions of the A and B genome copies of *PHYB* (henceforth *PHYB-A* and *PHYB-B*, respectively). Among these mutations, we selected line T4-2711 carrying a C to T change at nucleotide 1756 in *PHYB-A*. This *phyB-A* mutation generates a premature stop codon at position 586 (R586*) and a deletion of the last 641 amino acids including the entire regulatory module (Fig. 1a). For the *PHYB-B* gene, we selected line T4-2078 carrying a C to T change at nucleotide 3079. This *phyB-B* mutation generates a premature stop codon at position 1027 (Q1027*) that results in a C-terminally truncated protein lacking the distal 140 amino acids, including the histidine kinase domain (Fig. 1a). Since these C-terminal domains are required for phytochrome signaling [4], there is a high probability that both selected mutant lines encode non-functional PHYB proteins, and are thus loss-of-function mutations. Both mutants were backcrossed twice to wild-type Kronos to reduce the background mutation load, and were then intercrossed to select a plant homozygous for both mutations (*phyB-A*/*phyB-B*), hereafter referred to as *phyB-*null. We confirmed the presence of these mutations in the cDNA of each mutant line using RT-PCR and Sanger sequencing.

**Fig. 1:**
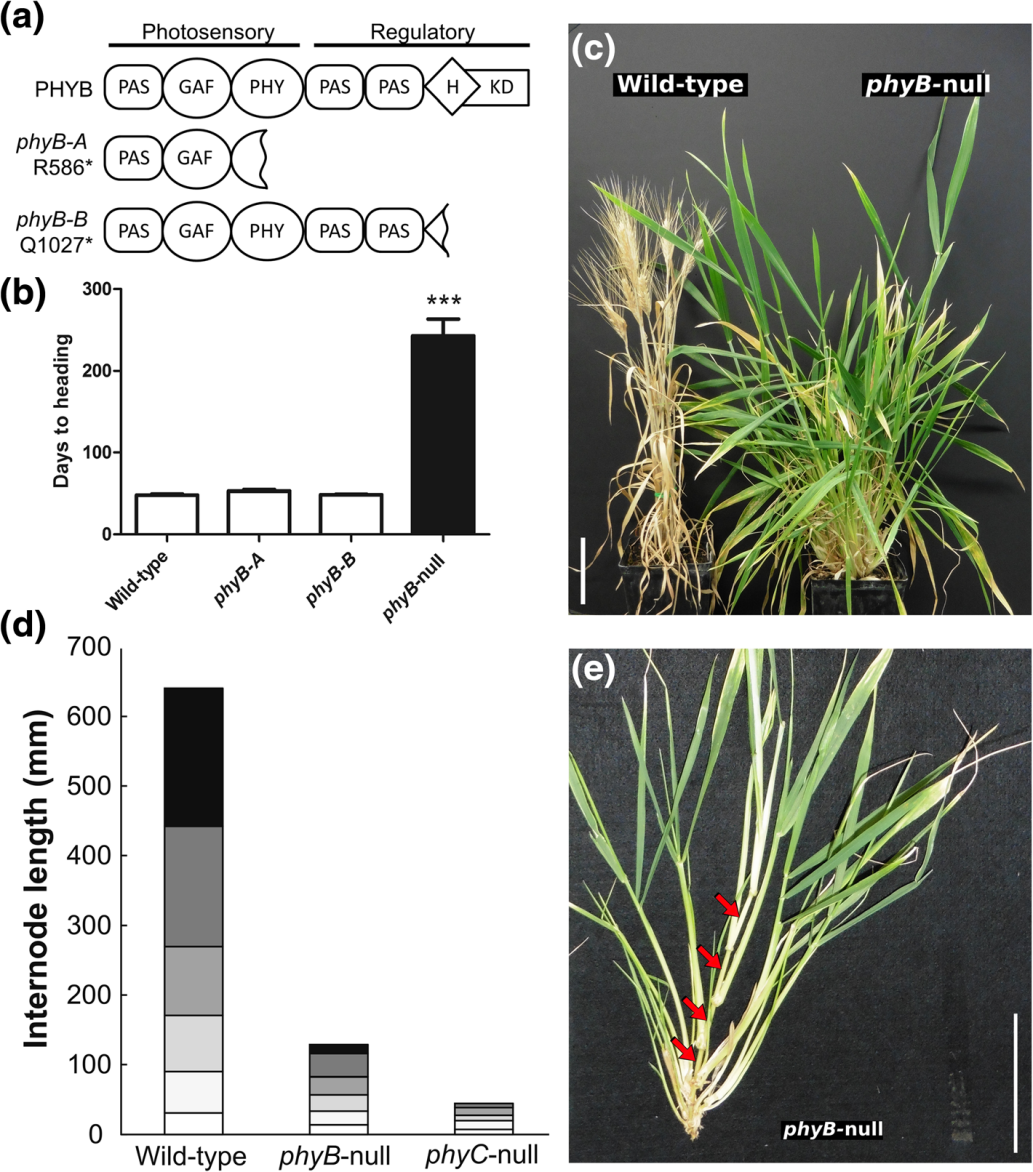
Characterization of the *phyB*-null mutant. **a** Schematic representation of the conserved functional domains of the PHYB protein and selected *phyB-A* and *phyB-B* TILLING mutants. **b** Flowering time of *phyB*-null mutant plants under LD photoperiod. Data represent the mean of at least five plants (*** *P* < 0.001). **c** Wild type and *phyB-*null mutant plants 60-days after sowing. **d** Stem length at 60 days. Individual internodes are indicated by different shades. White bars indicate the oldest internode and black bars the youngest internode. **e** Detail of a tiller from a *phyB-*null mutant plant 60-days after sowing showing elongated internodes (red arrows). Bar = 10 cm

Under LD conditions, neither the *phyB-A* (4.7 days delay, *P* >0.05) nor *phyB-B* (0.3 days delay, *P* >0.05) single mutants exhibited significant changes in flowering time when compared to wild-type sister lines (Fig. 1b). However, the *phyB-*null mutant (lacking any functional *PHYB* gene) exhibited a severe delay in flowering of 195 days (*P* <0.001, Fig. 1b). Furthermore, the emerged spikes did not set seeds, despite the formation of all constituent parts of the spikelet and floral organs (Additional file 1: Figure S1). This significant delay in flowering is even more severe than the large delay previously observed in the *phyC-*null mutant (108-days delay in flowering [19]) and demonstrates that both *PHYB* and *PHYC* genes are required for the induction of wheat flowering under LD.

The late flowering phenotype of the *phyB*-null mutant was associated with an extended vegetative developmental phase and other differences in the plant’s morphology (Fig. 1c). The rate of leaf emergence in *phyB*-null mutants was significantly faster (average 3.3 days per leaf) than in either the wild-type control plants (3.7 days per leaf, *P* <0.001) or the *phyC*-null mutant (3.5 days per leaf, *P* <0.05, Additional file 1: Figure S2a). We measured the size of the most recently expanded leaf at three different timepoints (36, 43 and 50 days). At each stage, leaves of the *phyB*-null mutant plant were significantly longer (*P* <0.05) than the wild-type control (Additional file 1: Figure S2b). Leaves in the *phyB*-null plant were also wider, on average, than the wild-type control, although these differences were significant only at 36 days (*P* <0.05, Additional file 1: Figure S2c). By comparison, the *phyC*-null mutant showed significantly longer (*P* <0.001, Additional file 1: Figure S2b) and narrower leaves (*P* <0.05, Additional file 1: Figure S2c) than the wild-type at all three timepoints. We also measured stem length at 60 days of age, at which stage the wild-type plant had initiated flowering development, associated with rapid stem elongation (Fig. 1d). As expected for plants in the vegetative stage, both *phyB*-null and *phyC*-null mutants exhibited greatly reduced stem elongation when compared to the wild-type, although the total number of internodes was unaffected in both mutants. Interestingly, the internodes in the *phyB*-null mutant were significantly (*P* <0.01) longer than the *phyC*-null mutant (Fig. 1d and e, Additional file 1: Figure S1e). Finally, we compared germination rates between *phyB-*null and wild-type controls and found no significant differences.

Taken together, these observations suggest that while both *PHYB* and *PHYC* genes are important during the regulation of flowering development, *PHYB* also appears to play an important role during vegetative development, influencing the rate of leaf production and cellular elongation in both stems and leaves.

Plants with mutations in only one *PHYB* homoeologue (*phyB-A* or *phyB-B*) showed no phenotypic differences with the wild-type plants, which is consistent with the lack of differences in flowering time. This last result demonstrated that the *PHYB-A* and *PHYB-B* homoeologues exhibit a large degree of functional redundancy.

### Identification of high-confidence differentially expressed genes

To analyze and compare genes regulated by *PHYB* and *PHYC* we performed replicated RNA-seq studies. 

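RNA was extracted from the third leaf of 4-week-old tetraploid Kronos wheat plants grown under a 16 h light and 8 h dark photoperiod and sampled 4 h after the lights were switched on. The *phyB*-null and *phyC*-null lines, which carry loss-of-function mutations in both homoeologues of *PHYB* or of *PHYC*, were each compared with their own wild-type sister line. Each comparison was made in 2 experiments with 4 biological replicates per genotype, giving 8 groups of 4 libraries and 32 libraries in all. Single-end reads were trimmed with Scythe and Sickle and mapped by the authors with GSNAPl to the A- and B-genome chromosome arms of the IWGSC draft assembly version 2.2, and reads with a mapping quality under 40 were dropped. The authors counted the uniquely mapped reads on each of 150754 transcribed loci with htseq-count, and the deposited table holds these counts without normalization. The position of each locus was given on the chromosomes and unplaced scaffolds of the same assembly, and its strand was not known. Between 15961572 and 47695062 reads were counted per library, with a mean of 26975600.4, which is 54.9% of the mean number of reads per sample that the paper reports. In the *PHYB* lines, counted reads per library ranged from 21643708 to 29522407 (median 23610399) in the wild type and 25395835 to 47695062 (median 27789299.5) in *phyB*-null in experiment 1. The ranges in experiment 2 were 31306948 to 34888411 (median 32221126.5) in the wild type and 28157128 to 33359956 (median 30227025.5) in *phyB*-null. The *PHYC* lines had 24034955 to 25507558 (median 24651983.5) in the wild type and 25666957 to 27926101 (median 26709265.5) in *phyC*-null in experiment 1, and 18898968 to 25666244 (median 23553394.5) and 15961572 to 27305349 (median 21378533) in experiment 2. Normalized counts were obtained for each experiment of 8 libraries by dividing each count by the library's median-of-ratios size factor, the method of the DESeq package named in the paper. They are given as the mean ± SD of the 8 libraries of a genotype, 4 from each experiment, unless stated otherwise. Mutant and wild type were compared within each experiment by edgeR's quasi-likelihood test (edgeR 4.0.16) on the raw counts with the same size factors. Loci with at least 3 reads in at least 2 of the 8 libraries were tested, and P values were adjusted by the Benjamini-Hochberg method with a threshold of 0.01. Log2 fold changes are null mutant over wild type, so negative values stand for lower expression in the mutant.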

Leaf tissue was harvested in the morning from LD-grown four-week-old *phyB*-null and *phyC-*null mutant plants, and from their respective wild-type sister lines, which were used as controls (Additional file 1: Figure S3). To reduce the incidence of false positives (genes incorrectly defined as differentially expressed between genotypes), we performed the complete experiment twice, using four biological replicates per genotype in each experiment. We sequenced a total of 32 RNA-seq libraries (four biological replications * four genotypes * two experiments), generating an average of 49.1 million 50 bp single-end reads per sample (Additional file 1: Table S1). We mapped 95.3 % of these reads to gene-coding regions identified within the draft assembly of the wheat genome from the International Wheat Genome Sequencing Consortium (v2.2, see Methods) [31]. All subsequent analyses were performed using only those sequencing reads that mapped uniquely to one transcribed locus (average 58.5 % of reads, Additional file 1: Table S1).

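Principal components were computed from log2(normalized count + 1) over the 90331 loci with at least 3 reads in at least 2 of the 32 libraries, with each locus centred. The gap between the means of 2 sets of libraries is given in units of the pooled SD within the 8 groups of genotype and experiment, with an exact two-sided permutation test of 8 libraries against 8. The first component held 22.6% of the variance and the second 12.9%. On the first component the *PHYB* lines and the *PHYC* lines lay 8.08 SD apart, without overlap, in both genotypes. For the components, size factors were set over all 32 libraries together, so differences in depth between the lines were scaled. Some may remain at loci with few reads. The lines overlapped with a pseudocount of 10 (5.76 SD), with loci scaled to unit variance (4.93 SD) and without replicate 2 of every group (6.19 SD).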

A Principal Component Analysis including the expression results for *phyB*-null, *phyC*-null and their respective controls showed a good separation among genotypes (Additional file 1: Figure S4a). The first principal component separated the *phyC-*null samples from those obtained from the wild-type sister plants. 

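On the first component the *phyC*-null and *PHYC* wild-type means lay 2.83 SD apart (exact permutation p = 0.00155), and the libraries of the 2 genotypes overlapped across the experiments but not within either (p = 4.08e-04 by exact permutation within each experiment, chosen after the values were seen). The *phyB*-null and *PHYB* wild-type means lay 6.72 SD apart on the same component without overlap (exact permutation p = 1.55e-04, the smallest that these regroupings can give).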

The second principal component separated the *phyB-*null samples from those corresponding to the wild-type sister plants. 

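The gap on the second component was 3.53 SD between *phyB*-null and its wild type, without overlap (exact permutation p = 1.55e-04). Between *phyC*-null and its wild type the gap was 1.93 SD with overlap (exact permutation p = 0.0291, and 0.00245 within each experiment, a test chosen after the values were seen). With the loci scaled to unit variance this gap was 1.05 SD (exact permutation p = 0.258), and without replicate 1 or replicate 3 of every group it was 1.05 SD or 1.25 SD. With the 1000 most variable loci it was 9.02 SD without overlap (exact permutation p = 1.55e-04), and without replicate 2 of every group 2.93 SD.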

Limited differences were detected in these two components between the two experimental replications (Additional file 1: Figure S4a).

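The components were then computed for the 16 *PHYB* libraries (87262 loci) and the 16 *PHYC* libraries (81574 loci). Size factors were set over the 16 libraries of each line together, so differences in depth between the experiments were scaled. Some may remain at loci with few reads. In the *PHYB* libraries, the 2 experiments differed by 0.419 SD on the first component (33% of the variance, exact permutation p = 0.768) and by 2.3 SD on the second (11.6%, exact permutation p = 4.66e-04). In the *PHYC* libraries, the experiments differed by 2.92 SD on the first component (21.8% of the variance, exact permutation p = 0.00186) and by 2.73 SD on the second (17.2%, exact permutation p = 0.113). On both components the *PHYC* experiments did not overlap within either genotype, and exact permutation within each genotype, chosen after the values were seen, gave p = 4.08e-04 for each, the smallest that it can give. On the second component the gap between the *PHYC* experiments was 0.119 SD without replicate 1 of every group, 0.392 SD without replicate 3 and 0.161 SD with loci scaled to unit variance (p = 0.855, 0.755 and 0.811 by exact permutation within each genotype). Without replicate 3 of every group, the *PHYB* experiments differed by 1.09 SD on the second component (exact permutation p = 0.0671). At the level of single loci, 2238 loci differed between the *PHYB* wild types of experiments 1 and 2 and 1656 between the *PHYC* wild types at an adjusted P of 0.01 in edgeR's quasi-likelihood test. Without replicate 1, 2, 3 or 4 of every group, 922, 793, 154 or 1015 loci differed between the *PHYB* wild types, and without replicate 2, 3 or 4, 289, 138 or 61 differed between the *PHYC* wild types.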

When each phytochrome was analyzed separately, the two *PHYB* experimental replications clustered together (Additional file 1: Figure S4b), but the two *PHYC* experimental replications clustered in two groups separated by the second principal component (Additional file 1: Figure S4c). These two *PHYC* experimental replications were performed in growth chambers of the same brand and model, and with identical halide light configurations. However, after we saw the differences in gene expression we reexamined the chambers and realized that they differed in their ballast systems, which may have caused some of the observed variation between experimental replicates. Although light intensity at R (~660 nm) and FR (~730 nm) wavelengths varied in these two chambers, the R/FR ratio was similar (2.61 in the first chamber and 2.83 in the second). Despite this variability, the first component clearly differentiated the *phyC*-null samples from the wild-type sister plants (Additional file 1: Figure S4c).

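The *phyC*-null and wild-type libraries were 1.68 SD apart on the first component of the *PHYC* libraries, with overlap (exact permutation p = 0.0872, and 0.0049 within each experiment, a test chosen after the values were seen), and 5.74 SD apart on the second, without overlap (exact permutation p = 1.55e-04). When only the 1000 most variable loci were used, the gap between genotypes was 15.2 SD on the first component and 0.992 SD on the second. The *PHYC* effect differed between the experiments at 14 of 81574 loci (genotype by experiment interaction, adjusted P of 0.01 in edgeR's quasi-likelihood test), and at 8, 4 or 4 loci without replicate 2, 3 or 4 of every group. Without replicate 2 of every group, the genotypes were 4.38 SD apart on the first component and 3.0 SD on the second, and the experiments 2.66 SD and 4.53 SD. The gap between genotypes on the first component was 0.233 SD, 0.080 SD or 1.23 SD without replicate 1, 3 or 4 of every group and 0.359 SD with loci scaled to unit variance, so it depends on the libraries and the scaling.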

### Defining *PHYB* and *PHYC* regulated genes in wheat

Pair-wise comparisons of gene expression values identified 2306 high-confidence PHYB-regulated genes which were differentially expressed between the *phyB*-null mutant and wild-type sister lines in the same direction in both experimental replications (4315 PHYB-regulated genes in experiment one and 5955 in experiment two at False Discovery Rate (FDR)-adj *P* <0.01, Fig. 2a). 

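At an adjusted P of 0.01 in edgeR's quasi-likelihood test, 7648 of the 81246 loci tested in experiment 1 and 9545 of 82640 in experiment 2 differed between *phyB*-null and wild type. The biological coefficient of variation was 0.201 in experiment 1 and 0.207 in experiment 2. Both experiments called 3934 loci in the same direction, of which 1669 were higher and 2265 were lower in *phyB*-null. The alternative that moved the number of high-confidence PHYB-regulated loci most was a threshold of 0.05, which gave 9310 loci. With the *phyB*-null replicate 4 of experiment 2 left out, the number was 2490, and without replicate 3 of the same group it was 2497. Without *phyB*-null replicate 1 or 3 of experiment 1, it was 2581 or 2566. The PHYB-regulated loci in experiment 1 numbered 4233, 3995 or 4396 without *phyB*-null replicate 1, 3 or 4. The PHYB-regulated loci in experiment 2 numbered 5276, 5024 or 4958 without *phyB*-null replicate 1, 3 or 4 and 6244 without wild-type replicate 1. The largest rises among genes not named in the tables of the paper were at isotig29116 (chromosome 2A, 29595250 to 29595683), with normalized counts of 0.589 ± 0.639 in the wild type and 402 ± 73.2 in *phyB*-null, and at Traes_2AL_F39B465B7 (chromosome 2A, 45380137 to 45382157), with 5.26 ± 1.86 and 2847 ± 439. The largest falls were at contig42184 (chromosome 7B, 50109994 to 50112392), from 334 ± 166 to 0.106 ± 0.30, and isotig15495 (chromosome 7B, 3557733 to 3558400), from 916 ± 437 to 1.21 ± 1.48.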

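In opposite directions, both experiments called 2 PHYB loci and 1 PHYC locus. The interaction of genotype and experiment passed the threshold at 4 of 87262 loci in the *PHYB* lines, with 9166 loci at an unadjusted P under 0.05 in edgeR's quasi-likelihood test. Without replicate 2, 3 or 4 of every group, 47, 0 or 0 loci passed.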

Only one gene was differentially expressed in both experimental replicates in opposite directions, and was excluded from the analysis. Because the experimental replications were performed independently, these high-confidence genes have an expected FDR < 0.0001 (<0.01 * <0.01). 

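The loci called in a single *PHYB* experiment numbered 9321, with 3712 of them in experiment 1 and 5609 in experiment 2.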

We also identified a further 5656 genes which were differentially expressed in just one of the two experimental replications, which are hereafter referred to as FDR-adj *P* < 0.01 PHYB-regulated genes. A similar comparison between the *phyC-*null mutant and wild-type identified 365 high-confidence PHYC-regulated genes regulated in the same direction (1302 PHYC-regulated genes in experiment one and 801 in experiment two at FDR-adj *P* <0.01, Fig. 2b) and 1373 FDR-adj *P* < 0.01 PHYC-regulated genes. 

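In the *PHYC* lines, 1273 of 77398 loci were called in experiment 1 and 781 of 75109 in experiment 2 by edgeR's quasi-likelihood test, at biological coefficients of variation of 0.236 and 0.184. High-confidence PHYC-regulated loci numbered 343, with 178 higher and 165 lower in *phyC*-null, and 1366 loci were called in 1 experiment alone. edgeR's exact test in place of the quasi-likelihood test gave 756 high-confidence loci. Single libraries of experiment 1 moved its PHYC-regulated loci from 452 without *phyC*-null replicate 4 to 3726 without wild-type replicate 2, and the high-confidence PHYC-regulated loci from 219 to 444. The PHYC-regulated loci in experiment 1 numbered 831 or 563 without wild-type replicate 1 or 4 and 593, 476 or 606 without *phyC*-null replicate 1, 2 or 3, and without the same replicate 2 there were 223 high-confidence PHYC-regulated loci. The PHYC-regulated loci in experiment 2 numbered 483 or 520 without wild-type replicate 2 or 3 and 506 without *phyC*-null replicate 1. Of the high-confidence PHYC loci, 74 lay on chromosome 1B or its scaffolds, which is 21.6% of the set. The largest rises outside the tables of the paper were on this chromosome, at td-k31_contig_38235 (1BL scaffold 3816861), from 2.37 ± 1.96 to 526 ± 146, and at td-k41_contig_25101 (1B, 138989551 to 138991276), from 1.13 ± 1.1 to 299 ± 32.3. The largest falls were at isotig15495, from 427 ± 259.8 to 0.85 ± 1.08, and at td-k55_contig_4494_td-k31_contig_5074 (5AS scaffold 1474960), from 208 ± 55.2 to 0.878 ± 1.56.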

Normalized expression values and FDR-adjusted *P* values for all genes are provided in Additional file 2 to facilitate the re-analysis of this data using different levels of stringency.

**Fig. 2:**
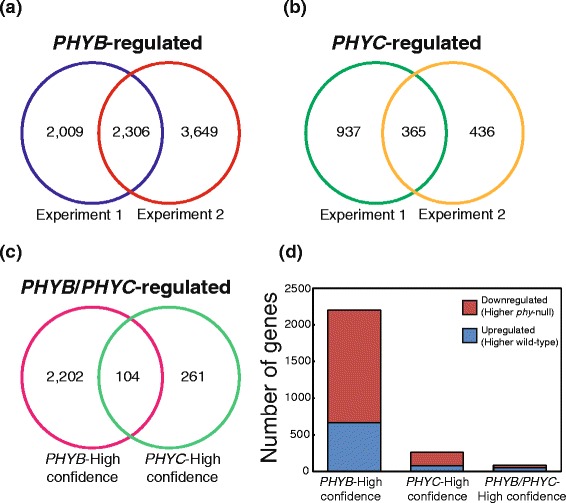
Numbers of differentially expressed genes in each experimental replicate regulated by (**a**) *PHYB*, (**b**) *PHYC* and (**c**) By both *PHYB* and *PHYC*. **d** Proportion of up- and down-regulated genes in each class

To limit the impact of variation between experimental replicates, and to reduce the incidence of false positives, we focused all subsequent analyses only on high-confidence PHYB and PHYC differentially-expressed genes (Additional file 3). Full details of FDR-adj *P* < 0.01 PHYB- and PHYC-regulated genes are provided in Additional file 4. Furthermore, all expression data is publicly available through “WheatExp”, an online wheat expression database and visualization tool [32].

A comparison of the 2567 high-confidence genes differentially regulated by PHYB and/or PHYC revealed 104 that were commonly regulated by both genes (Fig. 2c). Of these 104 common genes, 82 were differentially regulated in a concerted manner in the same direction (i.e., induced by both *PHYB* and *PHYC*). 

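The union of both high-confidence sets held 4155 loci, and 122 were in both. Over the 70896 loci tested in all 4 experiments, chance gives 17.3 shared loci (odds ratio 11, Fisher's exact test across loci, p = 1.87e-69), where loci are not independent replicates.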

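Of the shared loci, 97 changed in the same direction in both mutants. Their effects differed in size between *phyB*-null and *phyC*-null at 20 loci, by a test of the difference between the mutants in 1 model of all 32 libraries (edgeR's quasi-likelihood test, adjusted P of 0.01). At 34 of the 97 loci the mean of at least 1 of the 4 lines was at or under 5% of the highest line, and 21 lay on chromosome 1B or its scaffolds. The largest changes outside the tables of the paper included isotig15495, Traes_5BS_B2CD001D1 (chromosome 5B), Traes_3AS_D6DD0F6B9 (3A) and CL5656Contig1 (4B). Traes_5BS_B2CD001D1 fell from 1708 ± 829 to 16.5 ± 8.36 normalized counts in *phyB*-null and from 381 ± 248 to 4.56 ± 1.73 in *phyC*-null, and Traes_3AS_D6DD0F6B9 rose from 23.7 ± 29.7 to 1087 ± 184 and from 105 ± 56.1 to 884 ± 169.9. CL5656Contig1 rose by a mean log2 fold change of 4.70 in *phyB*-null and 2.99 in *phyC*-null.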

The remaining 22 genes were regulated in the opposite directions (i.e., induced by *PHYB* but suppressed by *PHYC* or vice versa). 

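The other 25 shared loci changed in opposite directions, 17 of them higher in *phyB*-null and lower in *phyC*-null and 8 the reverse. Without *phyC*-null replicate 4 of experiment 1, the shared loci with opposite directions numbered 16. The difference between the mutants passed the threshold at all 25. At 14 of these loci at least 1 of the 4 lines was near zero, at or under 5% of the highest line, and at 8 of them 1 of the 2 wild-type lines was near zero beside the other. Traes_2AS_7E47A2541 (2AS scaffold 5304980) had 0.784 ± 1.0 normalized counts in the *PHYB* wild type and 149 ± 47.7 in *phyB*-null, but 249 ± 87.1 in the *PHYC* wild type and 1.02 ± 0.594 in *phyC*-null. Traes_2AS_315383305 (2AS scaffold 5288028) followed the same pattern, with 1.71 ± 1.33, 315 ± 111, 558 ± 209 and 4.32 ± 4.05 normalized counts. Traes_1AL_A785A010E (chromosome 1A) fell from 2857 ± 3226 to 4.86 ± 4.03 in *phyB*-null and Traes_1BL_A4F8B229A (1BL scaffold 3753470) from 1476 ± 1692 to 2.91 ± 3.44, with an SD between wild-type libraries as large as the mean. Both rose in *phyC*-null, by mean log2 fold changes of 2.19 and 2.27. Their calls were lost in *phyB*-null or *phyC*-null when several single libraries were left out. For Traes_1AL_A785A010E these were *PHYB* wild-type replicate 2 of experiment 1, *phyB*-null replicates 1, 2, 3 or 4 of experiment 1 or *phyB*-null replicates 3 or 4 of experiment 2, with mean log2 fold changes in *phyB*-null of -9.40 to -8.57 over all alternatives, and *PHYC* wild-type replicate 3 of experiment 1, *phyC*-null replicates 1, 2 or 4 of experiment 1 or *PHYC* wild-type replicates 1 or 4 of experiment 2, with 2.08 to 2.45 in *phyC*-null. For Traes_1BL_A4F8B229A they were *phyB*-null replicates 1, 2, 3 or 4 of experiment 1 or *phyB*-null replicate 4 of experiment 2, with -9.42 to -8.35 in *phyB*-null, and *PHYC* wild-type replicates 1 or 4 of experiment 2 or *phyC*-null replicates 1 or 3 of experiment 2, with 2.15 to 2.53 in *phyC*-null.

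**Figure D1:**
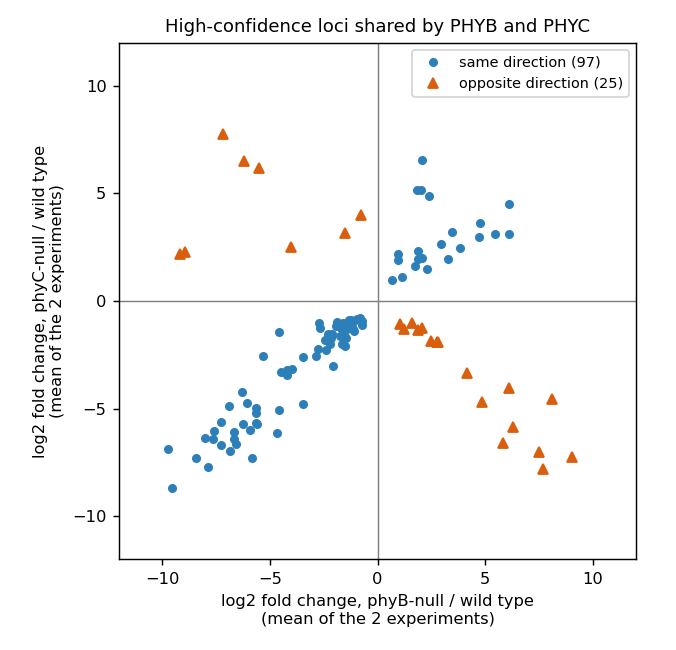
Mean log2 fold change of the 2 experiments in *phyC*-null (vertical axis) against that in *phyB*-null (horizontal axis) at the 122 shared high-confidence loci, 1 point per locus. The 97 loci with the same direction are circles and the 25 with opposite directions are triangles.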

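Outside the shared loci, 3812 loci were high-confidence in *phyB*-null alone and 221 in *phyC*-null alone, a ratio of 17.2. The ratio of PHYB-only to PHYC-only high-confidence loci was 10.7 when at least a 2-fold change was required. It was 10 without *phyB*-null replicate 3 of experiment 1 and 28.1 without *phyC*-null replicate 4 of experiment 1, the extremes when single libraries were left out. Of the other libraries, leaving out *phyB*-null replicate 1 or 4 of experiment 1 gave 10.2 or 10.7, *phyB*-null replicate 1, 3 or 4 of experiment 2 gave 11.3, 10.2 or 10.2, *phyC*-null replicate 1 or 2 of experiment 1 gave 26.3 or 27.7, and *PHYC* wild-type replicate 4 of experiment 1 gave 26.1. Of the PHYB-only loci, 303 were called in at least 1 of the *phyC*-null experiments, and of the PHYC-only loci 57 were called in at least 1 of the *phyB*-null experiments. A test of the difference between the effects of both mutants passed the threshold at 5379 loci, and without replicate 1, 3 or 4 of every group at 2908, 2991 or 2548. These loci included 2212 PHYB-only loci (58%) and 159 PHYC-only loci (71.9%).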

The number of high-confidence genes that were detected only in the *phyB*-null mutant (2202) was 8.5-fold higher than the number differentially expressed only in the *phyC*-null mutant (261, Fig. 2c). 

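Among loci called in 1 experiment of a mutant, 8983 were in the *phyB*-null list alone, 1028 in the *phyC*-null list alone and 338 in both lists.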

Similar proportions were identified among the 6693 FDR-adj *P* <0.01 PHY-regulated genes; 5320 were differentially expressed only in the *phyB-*null mutant, 1037 were detected only in the *phyC*-null mutant and 336 were commonly regulated in both mutants (Additional file 4). A majority of the high-confidence *PHYB-*regulated (69.9 %) and *PHYC-*regulated (70.9 %) genes exhibited higher expression levels in the respective *phy-*null mutant, suggesting that they are downregulated by the active PHY protein (Fig. 2d). In contrast, among the 82 genes regulated by both *PHYB* and *PHYC*, the majority (59.8 %) exhibited lower expression levels in the respective *phy-*null mutant, suggesting that they are upregulated by the functional PHY proteins (Fig. 2d).

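Of the high-confidence PHYB loci, 42.4% were higher in *phyB*-null, and of the high-confidence PHYC loci 51.9% were higher in *phyC*-null. With DESeq2 the PHYC share was 46.7% and with edgeR's exact test 49.2%. Both shares depend on how the libraries are scaled to each other. With the library totals in place of the median-of-ratios size factors, a choice made after the size factors were seen, the shares were 72.9% and 65.4%. The change of scale shifted every log2 fold change, null mutant over wild type, by a mean of 0.32 and 0.25 in *PHYB* experiments 1 and 2 and by 0.36 and 0.08 in *PHYC* experiments 1 and 2. From the larger share of genes with higher expression in the mutants, the paper proposes that they are downregulated by the active PHY protein.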

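Among the shared loci with the same direction in both mutants, 75 were lower and 22 higher in both, so that 77.3% were lower. On library totals the share lower in both was 57.3%.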

### Genes with similar effects in the *phyB*-null and *phyC*-null mutants include multiple flowering regulation genes

Functional analysis of the 82 genes similarly regulated in the *phyB-*null and *phyC-*null mutants showed significant enrichment for genes with roles in transcriptional regulation (Additional file 1: Table S2). Consistent with the late-flowering phenotypes of *phyB-*null and *phyC-*null plants, both mutants showed greatly reduced transcript levels of a number of well-characterized positive regulators of flowering, including *PPD-B1*, *VERNALIZATION1, FRUITFULL2* and *FT1* (Table 1). 

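*PPD-B1* (Traes_2BS_8BED816B1) lies on chromosome 2B, 17854421 to 17855929 of the assembly. Its normalized counts were 4505 ± 748 (SD, n = 8) in the *PHYB* wild type and 37.5 ± 7.03 (SD, n = 8) in *phyB*-null, with log2 fold changes of -6.94 (standard error 0.16, adjusted P = 2.87e-10) in experiment 1 and -6.88 (standard error 0.229, adjusted P = 3.88e-08) in experiment 2 by edgeR's quasi-likelihood test. In the *PHYC* lines they were 2285 ± 259 and 79 ± 37.8, with log2 fold changes of -4.62 (standard error 0.393, adjusted P = 4.27e-05) in experiment 1 and -5.11 (standard error 0.124, adjusted P = 1.48e-09) in experiment 2. *VRN-A1* (Traes_5AL_13E2DEC48, 5AL scaffold 2805369, 1212 to 11289) fell from 5604 ± 768 to 306 ± 79.6 in *phyB*-null and from 2646 ± 1028 to 272 ± 56.2 in *phyC*-null. *VRN-B1* (Traes_5BL_89636D032, chromosome 5B, 223505210 to 223509906) fell from 1573 ± 315 to 72.7 ± 20.8 and from 884 ± 278 to 88.7 ± 22.5. *FUL-A2* (Traes_2AL_20C2D79E1, chromosome 2A, 50358178 to 50365369), the *FRUITFULL2* copy of the A genome, had 820.1 ± 686 normalized counts in the *PHYB* wild type, 2.28 ± 1.53 in *phyB*-null, 279 ± 268 in the *PHYC* wild type and 2.79 ± 2.66 in *phyC*-null. *FT-A1* (Traes_7AS_EBD5F1F54, chromosome 7A, 19125373 to 19127183) had 590.0 ± 497, 2.17 ± 1.73, 331 ± 227 and 1.32 ± 0.935 in the same order, and *FT-B1* (Traes_7BS_581AA844D, 7BS scaffold 3140477, 1 to 1387) 797 ± 360.0, 1.03 ± 1.04, 267 ± 96.4 and 2.22 ± 1.36. Every one of these genes was high-confidence in both mutants, with adjusted P values up to 2.75e-05 in the *PHYB* experiments and 3.81e-04 in the *PHYC* experiments. The fall was larger in *phyB*-null than in *phyC*-null for *PPD-B1*, by a log2 difference of -2.03 (standard error 0.252, adjusted P = 8.6e-07), for *VRN-A1*, by -0.99 (standard error 0.18, adjusted P = 2.57e-04), and for *VRN-B1*, by -1.15 (standard error 0.204, adjusted P = 1.9e-04). For *FUL-A2*, *FT-A1* and *FT-B1* this difference did not pass the threshold (adjusted P = 0.301, 0.983 and 0.0233). Where a gene of Tables 1 to 4 was high-confidence here or in the alternative, its direction was the same under another scaling or test, or with a library left out. The paper proposes that these decreases go with the late flowering of both mutants.

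**Figure D2:**
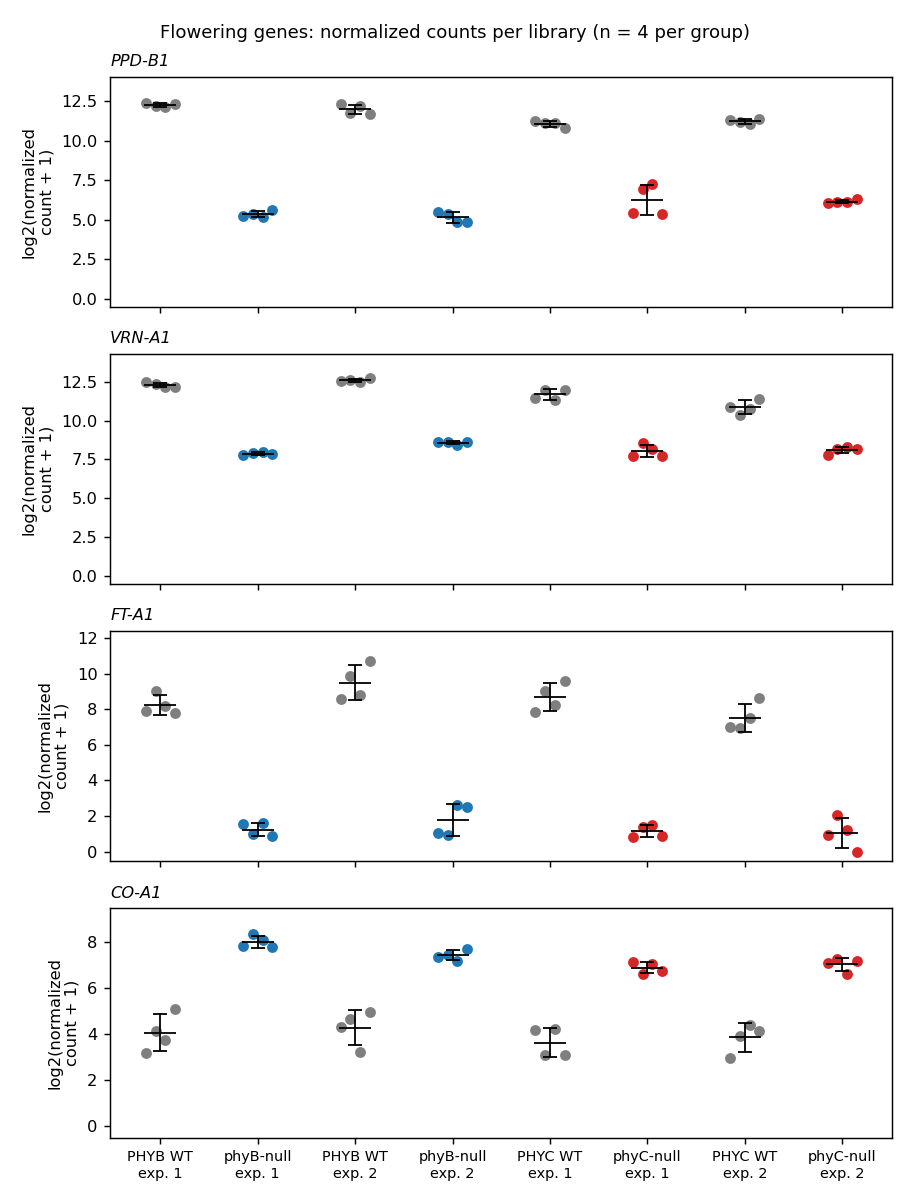
Normalized counts of *PPD-B1*, *VRN-A1*, *FT-A1* and *CO-A1* on a log2 scale, log2(normalized count + 1), for each of the 4 libraries of the 8 groups (points), with the mean and SD of the log2 values (bars). *PPD-B1*, *VRN-A1* and *FT-A1* are lower in every null mutant library than in every wild-type library, and *CO-A1* is higher.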

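*PPD-A1* (Traes_2AS_2FCD59730, chromosome 2A, 12373758 to 12382019) had 1943 ± 309 normalized counts in the *PHYB* wild type and 932 ± 113 in *phyB*-null, with log2 fold changes of -1.13 (standard error 0.136, adjusted P = 1.83e-04) in experiment 1 and -0.98 (standard error 0.155, adjusted P = 0.00138) in experiment 2 by edgeR's quasi-likelihood test. In the *PHYC* lines the counts were 874 ± 364 and 697 ± 163, with log2 fold changes of -0.26 (standard error 0.388, adjusted P = 0.748) in experiment 1 and -0.37 (standard error 0.146, adjusted P = 0.245) in experiment 2. The difference between both effects was -0.73 (standard error 0.27, adjusted P = 0.077), and the *phyB*-null call was lost when at least a 2-fold change was required.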

The A-genome copy of *PPD1* is also downregulated in both *phyB-*null and *phyC-*null plants but is not among the high-confidence genes (Traes_2AS_2FCD59730, Additional file 2). The *PPD-A1b* allele in Kronos carries a deletion in the promoter region that causes altered expression levels independently of the photoperiod [24]. Our results demonstrate that this allele is expressed even in the absence of functional PHYB and PHYC phytochromes. Several other genes involved in the regulation of flowering time were also downregulated in both mutants, including *GIGANTEA* (*GI*), a circadian clock output gene, *CONSTANS9* (*CO9*), a regulator of barley flowering under SD [33], and two flowering activators belonging to the GATA-domain family of transcriptional regulators [34, 35] (Table 1).

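*GI-B* (contig105156, chromosome 3B, 118248133 to 118256633) fell from 739 ± 175 to 233 ± 48.8 normalized counts in *phyB*-null and from 642 ± 149 to 169 ± 75.8 in *phyC*-null, and *CO-B9* (Traes_1BL_688EF6A1A, chromosome 1B, 165326828 to 165328560) from 594 ± 97.3 to 197 ± 22.8 and from 410.4 ± 74.8 to 158 ± 30.2. Their log2 fold changes in *phyB*-null were -1.60 and -1.71 for *GI-B* (adjusted P = 6.6e-05 and 1.47e-05 by edgeR's quasi-likelihood test) and -1.73 and -1.44 for *CO-B9* (adjusted P = 8.75e-06 and 9.03e-05). *GATA-B1* (contig67606, chromosome 1B, 194528194 to 194530658) had 194 ± 111 normalized counts in the *PHYB* wild type, 1.6 ± 1.61 in *phyB*-null, 225 ± 27.8 in the *PHYC* wild type and 1.85 ± 1.64 in *phyC*-null. *GATA-B1* and *CO-B9* lie in the part of chromosome 1B that holds 41 high-confidence PHYC loci, and wild-type replicate 4 of *PHYB* experiment 1 had a *GATA-B1* count of 0, beside counts of 128 to 340 in the other 7 *PHYB* wild-type libraries. The identifier listed for *GATA-A7* (td-k51_contig_84804) occurs at a locus on 7A (145619476 to 145623331) and another on 7B (234424606 to 234427279). The 7A locus had 4.34 ± 2.17 normalized counts in the *PHYB* wild type and was not called in any experiment, with adjusted P values in *phyB*-null of 0.0349 and 0.013. The 7B locus had 68.5 ± 40.8, 0.666 ± 0.715, 77.2 ± 13.1 and 0.746 ± 0.704 in the order given for *GATA-B1* and was high-confidence in both mutants. Without *phyB*-null replicate 3 of experiment 1, *GATA-B1* and the 7B locus were not high-confidence in *phyB*-null, and over all alternatives their mean log2 fold changes were -7.38 to -6.54 and -6.86 to -6.24.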

**Table 1:** Selected flowering time genes regulated in concert by both *PHYB* and *PHYC*

		Avg. normalized counts				
Gene	Ensembl ID	*PHYB*		*PHYC*		
		Wild-type	*phyB*-null	Wild-type	*phyC-*null	Putative function
Downregulated in *phyB*-null and *phyC*-null mutants						
* PPD-B1*	Traes_2BS_8BED816B1.1	4,505	37	2,285	79	Flowering induction
* VRN-A1*	Traes_5AL_13E2DEC48.2	5,605	306	2,647	272	Meristem identity
* VRN-B1*	Traes_5BL_89636D032.1	1,573	73	884	89	Meristem identity
* FUL-A2*	Traes_2AL_20C2D79E1.2	820	2	279	3	Meristem identity
* GI-B*	contig105156	739	233	642	169	Circadian clock output
* FT-A1*	Traes_7AS_EBD5F1F54.1	590	2	331	1	Flowering induction
* FT-B1*	Traes_7BS_581AA844D.1	797	1	267	2	Flowering induction
* GATA-B1*	contig67606	69	1	77	1	Flowering induction
* GATA-A7*	td-k51_contig_84804	194	2	225	2	Flowering induction
* CO-B9*	Traes_1BL_688EF6A1A.1	594	197	410	158	Flowering induction
Upregulated in *phyB*-null and *phyC*-null mutants						
* TaAGL33-A*	Traes_5AL_6FF34F1C3.2	43	300	51	248	Flowering induction
* TaAGL33-B*	Traes_4BL_5AF7ACF03.2	5	132	6	62	Flowering induction
* CO-A1*	Traes_7AS_F46AC277B.1	19	219	14	126	Flowering induction

We also identified several flowering time genes which showed the opposite response, with significantly elevated expression levels in both the *phyB-*null and *phyC-*null mutant (Table 1). These included *CONSTANS1* (*CO1*), a gene central to flowering induction in Arabidopsis [36] and both A and B homoeologues of *AGAMOUS-LIKE 33* (*TaAGL33*) a gene homologous to *HvODDSOC2*, which delays flowering when overexpressed in barley [37] (Table 1).

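*CO-A1* (Traes_7AS_F46AC277B, chromosome 7A, 52996030 to 52998690) rose from 19.2 ± 9.63 to 219 ± 60.0 normalized counts in *phyB*-null and from 13.5 ± 5.38 to 126 ± 21.8 in *phyC*-null. Its log2 fold changes were 3.90 (standard error 0.301, adjusted P = 6.93e-06) in experiment 1 and 3.04 (standard error 0.278, adjusted P = 5.11e-05) in experiment 2 in the *PHYB* lines by edgeR's quasi-likelihood test, and 3.25 and 3.17 (adjusted P = 6.9e-05 and 1.94e-05) in the *PHYC* lines. *TaAGL33-A* (Traes_5AL_6FF34F1C3, chromosome 5A, 139186521 to 139188980) rose from 43.3 ± 24 to 300.4 ± 38.8 in *phyB*-null and from 51.4 ± 45.2 to 248 ± 82.6 in *phyC*-null, and *TaAGL33-B* (Traes_4BL_5AF7ACF03, chromosome 4B, 311453947 to 311457249) from 4.87 ± 2.61 to 132 ± 56.1 and from 6.26 ± 6.22 to 62.2 ± 22.6. In *phyC*-null the adjusted P values of *TaAGL33-A* were 0.00488 and 0.00832, close to the threshold. Its call was lost with the filterByExpr filter or 1 fit of all 4 groups, and without *phyC*-null replicates 1, 2 or 4 of experiment 1, *PHYC* wild-type replicates 1, 2 or 3 of experiment 2 or *phyC*-null replicates 1, 2 or 4 of experiment 2, with mean log2 fold changes of 2.44 to 2.89 over all alternatives. The *phyC*-null call of *TaAGL33-B* was lost without *PHYC* wild-type replicates 1 or 3 of experiment 2 or *phyC*-null replicates 1 or 2 of experiment 2, with mean log2 fold changes of 3.46 to 3.83.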

To further explore the role of *PHYB* in the regulation of flowering, we selected six flowering time genes for validation by qRT-PCR and assayed their transcript levels in wild-type and *phyB*-null plants at three timepoints (two-week, four-week and six-week old plants). Four genes (*PPD1*, *FT1, VRN1* and *CO1*) were chosen from the high-confidence genes regulated by both *PHYB* and *PHYC. VRN1* and *FT1* expression was significantly higher in the wild-type than the *phyB*-null mutant at all three timepoints, *PPD1* expression was higher at the four-week and six-week timepoints and *CO1* expression was significantly reduced in wild-type plants at the six-week timepoint, confirming the role of *PHYB* in the regulation of these genes (Additional file 1: Figure S5). These four genes were shown to be regulated by *PHYC* in a previous study [19]. Two additional genes from the FDR-adj *P* < 0.01 *PHYB*-regulated genes were also selected (*FT2* and *VRN2*, Additional file 4). There were no significant differences in the expression of either of these genes between wild-type and the *phyB*-null mutant at the four-week timepoint, consistent with the RNA-seq data. However, the expression of both genes was significantly different between genotypes at six-weeks, demonstrating that *PHYB* regulates the expression of these genes at a later stage of development (Additional file 1: Figure S5).

### High-confidence genes differentially regulated only in the *phyC*-null mutant

We next examined the 261 high-confidence genes that showed a significant response in the *phyC-*null mutant, but showed no significant differential expression in the *phyB*-null mutant. Functional enrichment data showed an over-representation of genes with roles in photoperiodism and flowering time (Additional file 1: Table S2). These included *FT3,* a member of the PEBP gene family that is expressed under SD at higher levels than *FT1* and *FT2* [30] and the circadian clock gene *PRR95*, which are both downregulated in the *phyC*-null mutant (Table 2). Also included in this list was *TaAGL41*, a MADS-box gene which is a close homolog of *TaAGL33/ODDSOC2*, which was upregulated in the *phyC*-null mutant (Table 2).

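*FT-B3* (Traes_1BL_2C43B822A, 1BL scaffold 2932591, 817 to 2748) fell from 59.4 ± 29.2 to 7.49 ± 3.32 normalized counts in *phyC*-null, with log2 fold changes of -3.35 (standard error 0.50, adjusted P = 0.00303) in experiment 1 and -2.62 (standard error 0.359, adjusted P = 0.00171) in experiment 2 by edgeR's quasi-likelihood test. Its scaffold has no position on chromosome 1B, so whether it lies in the part of 1B with many high-confidence PHYC loci is not known. In *phyB*-null it fell from 31 ± 11.9 to 10.4 ± 2.38 and was called in experiment 1 (adjusted P = 7.33e-04) and not in experiment 2 (adjusted P = 0.0169). The difference between both effects was 1.42 (standard error 0.436, adjusted P = 0.0302), past the threshold in neither direction. *FT-B3* was high-confidence in *phyB*-null as well with DESeq2, edgeR's exact test, DESeq2 and the exact test both required, no filter, 1 fit of all 4 groups or a threshold of 0.05, and without *PHYB* wild-type replicate 3 of experiment 2, with mean log2 fold changes of -1.70 to -1.32. Its *phyC*-null call was lost without *phyC*-null replicates 1, 3 or 4 of experiment 1, with mean log2 fold changes of -3.18 to -2.77. *PRR95-A* (Traes_5AL_852A1474C, chromosome 5A, 94307950 to 94311963) fell from 1423 ± 303 to 456 ± 143 in *phyC*-null, with log2 fold changes of -1.84 (standard error 0.15, adjusted P = 3e-05) in experiment 1 and -1.47 (standard error 0.247, adjusted P = 0.00697) in experiment 2, and had 1003 ± 473 and 1030.5 ± 559 in the *PHYB* lines. The difference between its effects was 1.68 (standard error 0.237, adjusted P = 7.42e-06). Its call was lost with the filterByExpr filter or library totals, and without *PHYC* wild-type replicates 1, 3 or 4 of experiment 2 or *phyC*-null replicates 2, 3 or 4 of experiment 2, with mean log2 fold changes of -1.77 to -1.43.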

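*TaAGL41-B* (TRAES3BF009000010CFD_t1, chromosome 3B, 687779192 to 687809925) rose from 45 ± 13.2 to 121 ± 18.9 normalized counts in *phyC*-null, with log2 fold changes of 1.66 (standard error 0.217, adjusted P = 0.00128) in experiment 1 and 1.24 (standard error 0.162, adjusted P = 0.0012) in experiment 2 by edgeR's quasi-likelihood test. In the *PHYB* lines it had 122 ± 58.2 in the wild type and 158 ± 45.9 in *phyB*-null, and the effects of the mutants differed by -1.04 (standard error 0.232, adjusted P = 0.00253).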

**Table 2:** Selected *PHYC*-specific regulated genes

Gene	Ensembl ID	Avg. normalized counts		Putative function
		Wild-type	*phyC*-null	
Downregulated in *phyC*-null mutants				
* FT-B3*	Traes_1BL_2C43B822A.1	59	7	Flowering regulation
* PRR95-A*	Traes_5AL_852A1474C.1	1,423	456	Circadian clock
Upregulated in *phyC*-null mutants				
* TaAGL41-B*	TRAES3BF009000010CFD_t1	45	121	Flowering regulation

### High-confidence genes differentially regulated only in the *phyB*-null mutant

The genes differentially regulated only in the *phyB*-null mutant included those with putative roles in flowering, hormone biosynthesis and signaling, shade-avoidance, and abiotic stress tolerance (Table 3).

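Of the 67 genes in Table 3, 65 were high-confidence in *phyB*-null, and all 67 changed in the direction the table lists. The 2 exceptions, *IAA-B12* and *XTH-like-B*, were called in experiment 1 alone. In *phyC*-null, 3 of the 67 were high-confidence (*VIL-A2*, *VIL-B2* and *WCOR15-A*) and 6 were called in at least 1 experiment. The effects of both mutants differed at 50 of the 67 genes by edgeR's quasi-likelihood test at an adjusted P of 0.01.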

**Table 3:** Selected *PHYB-*specific regulated genes

Gene	Ensembl ID	Avg. normalized counts		
		Wild-type	*phyB*-null	Putative function
Flowering time				
* CCA-B1*	Traes_7BL_998EC9F74.2	29,787	13,084	Circadian clock output
* LHY-B*	Traes_6BL_2F2381640.1	126	43	Circadian clock output
* FT-like_chr3-A*	Traes_3AS_4310A2281.1	4	44	PEBP-family
* FT-like_chr3-B*	TRAES3BF053100340CFD_t1	2	303	PEBP-family
* FT-like_chr6-A*	Traes_6AL_66B24F155.1	21	138	PEBP-family
* FT-like_chr2-A*	Traes_2AL_2F198B97C.1	0	10	PEBP-family
* FT-like_chr5-1-A*	Traes_5AL_96274800D.1	1	95	PEBP-family
* FT-like_chr5-2-A*	Traes_5AL_EFB6E50C9.2	179	27	PEBP-family
* FPF-like-A1*	Traes_2AS_329CCD131.1	63	7,688	Flowering promotion
* FPF-like-B1*	Traes_2BS_EA4D55C79.1	35	3,503	Flowering promotion
* FPF-like-B2*	Traes_2BL_600226046.1	140	1,538	Flowering promotion
* FPF-like-A3*	Traes_6AS_447C71E5B.1	13	70	Flowering promotion
* FPF-like-A4*	Traes_5AL_6FD9AE7EB.1	91	7	Flowering promotion
* VIL-A2*	Traes_6AS_DF6C22BF3.1	1,315	539	Vernalization
* VIL-B2*	Traes_6BS_2B746261B.1	1,030	337	Vernalization
Hormone biosynthesis and signaling				
* TAR-A2*	Traes_3AS_FF5C06A87.1	26	94	Auxin biosynthesis
* TAR-B2*	td-k55_contig_11729	559	1609	Auxin biosynthesis
* IAA-A12*	td-k61_contig_15261	1	20	AUX/IAA
* IAA-B12*	Traes_5BL_9301BD154.1	41	143	AUX/IAA
* IAA-B15*	Traes_1BS_8A19C460B.1	191	440	AUX/IAA
* IAA-A16*	Traes_3AS_771897131.2	71	163	AUX/IAA
* IAA-B17*	Traes_7BL_74071485F.2	1,041	1,859	AUX/IAA
* IAA-A19*	Traes_1AL_859346448.1	380	689	AUX/IAA
* ARF-B6*	Traes_6BS_BD894AD26.1	335	88	ARF
* ARF-B9*	contig33661	16	0	ARF
* ARF-B17*	Traes_7BL_66296695F.1	2,071	493	ARF
* WAT1-like-A1*	td-k25_contig_69900	3	16	Auxin transport
* WAT1-like-B2*	Traes_5BL_CBB9D7E7F.1	552	114	Auxin transport
* PIN3-like-B*	Traes_6BL_F93C57B09.1	69	152	Auxin transport
* GA20ox-A1*	Traes_4AL_FABDF4EDA.1	77	423	GA biosynthesis
* GA20ox-B2*	td-k51_contig_72276	20	2,482	GA biosynthesis
* GA20ox-A4*	Traes_1AL_3A716350F.2	4	229	GA biosynthesis
* GA20ox-B4*	Traes_1BL_32506F819.1	8	219	GA biosynthesis
* GA2ox-A6*	Traes_2AL_BA387175F.1	2	37	GA catabolism
* GA2ox-A11*	Traes_4AS_7DC625FF5.1	3	47	GA catabolism
* GA2ox-B11*	Traes_4BL_63EFE8C91.1	1	36	GA catabolism
* ACC synthase-A*	Traes_4AL_A5B9F7B36.1	2	28	Ethylene biosynthesis
* ACC oxidase-B*	Traes_5BL_6AAC89B49.1	164	857	Ethylene biosynthesis
* BZR1-like-A*	Traes_3AS_5A6A80EA5.1	153	916	BR signaling
* BZR1-like-B*	td-k21_contig_21617	113	681	BR signaling
* PYL4-like-A1*	Traes_4AS_72BEF89AC.1	115	19	ABA signaling
* PYL4-like-B1*	Traes_4BL_E43C1BB11.1	322	80	ABA signaling
* PYL4-like-B2*	Traes_2BS_6428AA6CC.1	323	146	ABA signaling
Transcription factors				
* PIF-B3*	Traes_1BS_D1FCBFBE8.1	35	3,065	bHLH
* bHLH47-like1-A*	Traes_2AS_9AEA9BDEA.1	87	5,046	bHLH
* bHLH47-like2-A*	Traes_2AS_C4568AE60.1	606	1,740	bHLH
* PIL1-like-A*	Traes_5AL_85F3BE385.2	323	698	bHLH
* BIM-A2*	Traes_5AL_0D4BDDDCD.1	93	248	bHLH
* BIM-B2*	Traes_5BL_AAC9C7238.2	615	1,453	Bhlh
* ATHB2-A*	Traes_2AL_EF9549D16.1	24	640	Homeobox domain
* ATHB2-B*	Traes_2BL_02479C76A.1	4	332	Homebox domain
* SPL14-like-A*	Traes_7AS_FB2A769B5.1	93	182	SPL
* SPL14-like-B*	Traes_7BS_7ACA0B10A.2	36	128	SPL
Growth and cell elongation				
* XTH-like-B*	Traes_4BS_64FB912EE.1	18	103	Cell elongation
* LNG-1-like-A*	Traes_2AS_2C93BAE62.1	204	1,102	Cell elongation
* LNG-2-like-A*	td-k25_contig_4862	0	23	Cell elongation
* PROG –A1*	td-k41_contig_81185	90	502	Vegetative growth
* PROG –B1*	td-k41_contig_81185	16	173	Vegetative growth
* BSH-B*	Traes_1BS_E09101AE8.1	296	640	Vegetative growth
* GT-A1*	Traes_4AS_1EA23DE08.1	11	92	Vegetative growth
* TZP-A*	Traes_3AL_5006FA990.1	1,766	694	Architecture
* TZP-B*	isotig04736	7,439	2,774	Architecture
Cold tolerance				
* ICE-B41*	td-k35_contig_73009	103	12	*CBF* induction
* WCOR413-A*	Traes_5AL_F7649C79D.1	31	125	Cold response
* WCS19a-B*	Traes_2BL_6382E3EFF.1	1	23	Cold response
* WCOR14-B*	td-k25_contig_47404	5	208	Cold response
* WCOR15-A*	Traes_2AL_079988C38.1	18	1,025	Cold response

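*CCA-B1* (Traes_7BL_998EC9F74, chromosome 7B, 116002979 to 116012380), a copy of *CIRCADIAN CLOCK ASSOCIATED1*, had 29786 ± 3505 normalized counts in the *PHYB* wild type and 13082 ± 1305 in *phyB*-null, with log2 fold changes of -1.07 (standard error 0.158, adjusted P = 6.92e-04) in experiment 1 and -1.31 (standard error 0.107, adjusted P = 2.6e-05) in experiment 2 by edgeR's quasi-likelihood test. *LHY-B* (Traes_6BL_2F2381640, chromosome 6B, 177200675 to 177201717), a copy of *LATE ELONGATED HYPOCOTYL*, had 126 ± 40.6 and 42.5 ± 9.15, with adjusted P values of 7.19e-04 and 3.71e-04. In the *PHYC* lines, *CCA-B1* had 13573 ± 1392 in the wild type and 13039 ± 1579 in *phyC*-null, and *LHY-B* 37.6 ± 14.7 and 70.1 ± 16.1. The effects of both mutants differed by a log2 of -1.13 (standard error 0.124, adjusted P = 1.03e-07) for *CCA-B1* and -2.47 (standard error 0.229, adjusted P = 2.74e-09) for *LHY-B*.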

At the morning time point sampled in this study, the transcript levels of *LATE ELONGATED HYPOCOTYL* (*LHY*) and *CIRCADIAN CLOCK ASSOCIATED1* (*CCA1*) were significantly higher in the wild-type than in the *phyB-*null mutant.

In addition to its shared role with *PHYC* in activating *FT1* expression, *PHYB* also regulates six other uncharacterized members of the PEBP gene family independently of *PHYC* (Table 3). These six genes are distinct from the *FT-like* genes described previously in wheat [30]. 

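The *FT-like* genes of Table 3 with the largest counts were *FT-like_chr3-B* (TRAES3BF053100340CFD_t1, chromosome 3B, 9954218 to 9955318), with 2.03 ± 1.56 normalized counts in the wild type and 303 ± 54.1 in *phyB*-null, and *FT-like_chr5-2-A* (Traes_5AL_EFB6E50C9, chromosome 5A, 80992724 to 80998198), with 179 ± 83.2 and 26.9 ± 17. Their log2 fold changes were 6.92 (standard error 0.33, adjusted P = 1.39e-07) in experiment 1 and 7.42 (standard error 0.236, adjusted P = 2.66e-08) in experiment 2 by edgeR's quasi-likelihood test, and -3.21 (standard error 0.24, adjusted P = 5.57e-06) in experiment 1 and -2.50 (standard error 0.439, adjusted P = 0.0025) in experiment 2. In *phyC*-null neither was called, with differences between the mutants of 5.96 (standard error 0.783, adjusted P = 2.4e-06) and -3.17 (standard error 0.404, adjusted P = 1.42e-06). *FT-like_chr6-A* rose from 21.1 ± 7.61 to 138 ± 68, *FT-like_chr3-A* from 3.65 ± 1.69 to 44 ± 15.5, *FT-like_chr5-1-A* from 0.521 ± 1.04 to 95.1 ± 15.4 and *FT-like_chr2-A* from 0.149 ± 0.422 to 10.4 ± 4.19. In the *PHYC* lines *FT-like_chr2-A* and *FT-like_chr5-1-A* had mean counts under 1 and were not tested, so that no rise like that in *phyB*-null was seen there, and the difference between the mutants could not be estimated from groups without reads. The call of *FT-like_chr2-A* was lost with DESeq2, DESeq2 and another test both required or libraries thinned to 1 total, and without *PHYB* wild-type replicates 1, 2 or 3 of experiment 1 or *phyB*-null replicates 1 or 3 of experiment 1, with mean log2 fold changes of 4.64 to 6.46. The call of *FT-like_chr5-2-A* was lost without *phyB*-null replicates 3 or 4 of experiment 2, with mean log2 fold changes of -3.00 to -2.57.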

Interestingly, only one of these putative *FT-like* genes (the orthologue of *HvMOTHER OF FT1 = FT-*like_chr5-2, Table 3) showed the same transcriptional response as *FT1* (downregulation in the *phyB-*null mutant), with the remainder showing significantly higher expression in the *phyB-*null mutant. 

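Of the 5 *FPF-like* genes, *FPF-like-A1* (Traes_2AS_329CCD131, chromosome 2A, 182414529 to 182415214) rose from 63.1 ± 23.3 to 7687 ± 1619.5 normalized counts in *phyB*-null, with log2 fold changes of 7.14 (standard error 0.204, adjusted P = 1.34e-09) in experiment 1 and 6.69 (standard error 0.353, adjusted P = 1.26e-06) in experiment 2 by edgeR's quasi-likelihood test. *FPF-like-B1* rose from 35.5 ± 19.3 to 3503 ± 1438, *FPF-like-B2* from 140.4 ± 48.3 to 1538 ± 171 and *FPF-like-A3* from 13.5 ± 12 to 69.8 ± 30.2, and *FPF-like-A4* fell from 91 ± 28.8 to 6.74 ± 1.62. In *phyC*-null none was high-confidence, but *FPF-like-B2* was called lower in experiment 2 (log2 fold change -1.73, adjusted P = 6.81e-04). The effects of both mutants differed for each of the 5 genes, with adjusted P values of 0.00203 or less.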

*PHYB* also specifically regulates five *FLOWERING-PROMOTING FACTOR-like* (*FPF-like)* genes, four of which are significantly upregulated in the late-flowering *phyB-*null mutant (Table 3).

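*VIL-A2* (Traes_6AS_DF6C22BF3, chromosome 6A, 32234926 to 32240230) had 1316 ± 255 normalized counts in the *PHYB* wild type and 539 ± 47.1 in *phyB*-null, and *VIL-B2* (Traes_6BS_2B746261B, chromosome 6B, 130509962 to 130515060) 1030.4 ± 198 and 337 ± 43.5. Their log2 fold changes were -1.13 and -1.41 (adjusted P = 2.25e-04 and 6.8e-06 by edgeR's quasi-likelihood test) for *VIL-A2* and -1.59 and -1.63 (adjusted P = 4.38e-05 and 6.7e-06) for *VIL-B2*. Both were also high-confidence in *phyC*-null, *VIL-A2* with 755 ± 142 and 363 ± 55.2 normalized counts and adjusted P values of 0.00459 and 0.0025, and *VIL-B2* with 495 ± 94.7 and 248 ± 38.9 and 0.00555 and 0.00675. The effects of the mutants differed by -0.21 (standard error 0.15, adjusted P = 0.422) and -0.60 (standard error 0.16, adjusted P = 0.0115), short of the threshold. The *phyC*-null calls of both were lost on library totals or with at least a 2-fold change required. For *VIL-A2* the call was also lost without *PHYC* wild-type replicates 3 or 4 of experiment 1, *phyC*-null replicates 1, 2, 3 or 4 of experiment 1, *PHYC* wild-type replicate 2 of experiment 2 or *phyC*-null replicate 1 of experiment 2, and for *VIL-B2* without *PHYC* wild-type replicates 3 or 4 of experiment 1, *phyC*-null replicates 1, 2, 3 or 4 of experiment 1, *PHYC* wild-type replicates 1, 2, 3 or 4 of experiment 2 or *phyC*-null replicates 1, 3 or 4 of experiment 2, with mean log2 fold changes of -1.11 to -0.84 and -1.06 to -0.79.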

The wheat *VERNALIZATION INSENSITVE 3-LIKE 2* gene (*VIL2*) [38] encodes a plant homeodomain (PHD)-finger protein and was significantly downregulated in the *phyB-*null mutant (Table 3). This gene is related to the Arabidopsis *VERNALIZATION INSENSITIVE 3* gene, which plays an important role in the vernalization response in Arabidopsis (Table 3). However, the function of this gene in wheat has yet to be established [38].

*PHYB-*regulated targets exhibit an enrichment of genes with roles in the biosynthesis and signaling of several classes of hormones (Additional file 1: Table S2). Within the auxin pathway, the *phyB*-null mutant exhibited an upregulation of the auxin biosynthesis gene *TRYPTOPHAN AMINOTRANSFERASE RELATED 2* (*TAR2*) and five *AUX/IAA* genes, and a downregulation of three *AUXIN RESPONSE FACTOR* (*ARF*) genes (Table 3). 

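*TAR-B2* (td-k55_contig_11729, chromosome 3B, 76632150 to 76640740) rose from 559 ± 113 to 1609 ± 296 normalized counts in *phyB*-null, with log2 fold changes of 1.47 (standard error 0.152, adjusted P = 6.16e-05) in experiment 1 and 1.57 (standard error 0.157, adjusted P = 8.7e-05) in experiment 2 by edgeR's quasi-likelihood test, and *TAR-A2* from 26.4 ± 12.8 to 94.2 ± 35.3. In *phyC*-null *TAR-B2* moved the other way, from 569 ± 195 to 284 ± 37.8, with adjusted P values of 0.0182 and 0.0254, and was high-confidence there with no filter, DESeq2, edgeR's exact test or a threshold of 0.05. The 6 *AUX/IAA* loci of Table 3 all rose, by mean log2 fold changes from 0.82 (*IAA-B17*) to 4.47 (*IAA-A12*, from 1.08 ± 1.27 to 20.2 ± 9.14 normalized counts). *IAA-B12* was called in experiment 1 (adjusted P = 0.00199) and not in experiment 2 (adjusted P = 0.0312), but in both with DESeq2, edgeR's exact test, a threshold of 0.05 or library totals, and without *PHYB* wild-type replicate 3 of experiment 2, with mean log2 fold changes of 1.77 to 2.25. The calls of *IAA-B15*, *IAA-B17* and *IAA-A19* were lost when at least a 2-fold change was required, and that of *IAA-A19* also without *PHYB* wild-type replicate 1 of experiment 2 or *phyB*-null replicates 3 or 4 of experiment 2, with mean log2 fold changes of 0.82 to 1.17. *ARF-B17* (Traes_7BL_66296695F, chromosome 7B, 222231815 to 222236493) fell from 2070.5 ± 829.7 to 493 ± 87.4 and *ARF-B6* (Traes_6BS_BD894AD26, 6BS scaffold 3021763, 1 to 6910) from 335 ± 51.3 to 88.4 ± 21.4. *ARF-B9* (contig33661, chromosome 7B, 102135934 to 102136401) had 16.4 ± 10.1 in the wild type and was at 0 in every *phyB*-null library, with adjusted P values of 0.00268 and 0.00408. Its call was lost without *PHYB* wild-type replicates 1 or 3 of experiment 2 or *phyB*-null replicates 1, 3 or 4 of experiment 2, with fitted mean log2 fold changes of -7.20 to -6.14, which depend on the prior count of the fit.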

Auxin signaling is modulated by the hormone’s cellular location, which is controlled by the activity of auxin transporters [39]. 

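*WAT1-like-B2* (Traes_5BL_CBB9D7E7F, chromosome 5B, 154561005 to 154567317) fell from 552 ± 139 to 114 ± 43.8 normalized counts in *phyB*-null, *WAT1-like-A1* (td-k25_contig_69900, chromosome 2A, 67692817 to 67694005) rose from 2.63 ± 0.987 to 16.2 ± 3.75 and *PIN3-like-B* (Traes_6BL_F93C57B09, 6BL scaffold 4308375, 3 to 762) rose from 68.6 ± 16.9 to 152 ± 24.5. Adjusted P values by edgeR's quasi-likelihood test were 0.0020 and 3.31e-05, 8.41e-04 and 0.00103, and 0.00504 and 1.68e-04 in experiments 1 and 2. The call of *PIN3-like-B* was lost with libraries thinned to 1 total, and without *PHYB* wild-type replicates 1 or 2 of experiment 1 or *phyB*-null replicates 1, 2, 3 or 4 of experiment 1, with mean log2 fold changes of 1.06 to 1.41.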

We identified three differentially expressed genes encoding auxin transporters, two homologous to the vacuole-localized *WALLS ARE THIN 1* (*WAT1*) and another to the plasma-membrane localized *PIN-FORMED3* (*PIN3*) (Table 3, Fig. 5).

The phenotypic changes in the *phyB-*null mutant were consistent with an increased rate of gibberellin (GA) biosynthesis, a plant hormone closely linked to phytochrome-mediated growth promotion [40] and to wheat spike development [41]. 

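*GA20ox-B2* (td-k51_contig_72276, chromosome 3B, 622838472 to 622841712) rose from 19.9 ± 7.79 to 2482 ± 861 normalized counts in *phyB*-null, with log2 fold changes of 6.98 (standard error 0.201, adjusted P = 1.36e-09) in experiment 1 and 6.94 (standard error 0.125, adjusted P = 4.69e-10) in experiment 2 by edgeR's quasi-likelihood test, and did not rise in *phyC*-null (13.4 ± 5.52 and 8.51 ± 2.43). *GA20ox-A1* rose from 77.2 ± 47.9 to 423 ± 71.5 in *phyB*-null, *GA20ox-A4* from 3.99 ± 4.35 to 229 ± 182 and *GA20ox-B4*, on a 1BL scaffold without a position on the chromosome, from 7.73 ± 10.2 to 219 ± 161. Of the *GA2ox* genes, *GA2ox-A6* (Traes_2AL_BA387175F) rose from 2.34 ± 2.04 to 37.5 ± 11.2, *GA2ox-A11* (Traes_4AS_7DC625FF5) from 3.21 ± 1.46 to 47.1 ± 20.3 and *GA2ox-B11* (Traes_4BL_63EFE8C91) from 0.568 ± 0.811 to 36.2 ± 9.27, with adjusted P values of 5.1e-04 or less.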

Three members of the *GA20oxidase* family, which encode enzymes catalyzing the rate-limiting reaction in GA biosynthesis, were upregulated, as were two genes encoding GA-deactivating enzymes, *GA2ox6* and *GA2ox11* (Table 3). The expression of both A and B homoeologues of *BRASSINAZOLE RESISTANT 1* (*BZR1*), a brassinosteroid-responsive transcription factor which positively regulates cell growth, were upregulated in the *phyB-*null mutant (Table 3), as were two ethylene biosynthesis genes, one encoding an ACC-synthase and another encoding an ACC-oxidase (Table 3). 

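*BZR1-like-A* (Traes_3AS_5A6A80EA5, 3AS scaffold 3444533, 2174 to 4136) rose from 153 ± 62.3 to 916 ± 217 normalized counts and *BZR1-like-B* (td-k21_contig_21617, chromosome 3B, 158483509 to 158486124) from 113 ± 29.9 to 680.5 ± 107, with log2 fold changes of 2.73 (standard error 0.134, adjusted P = 1.76e-07) in experiment 1 and 2.48 (standard error 0.189, adjusted P = 1.55e-05) in experiment 2 and of 2.60 (standard error 0.147, adjusted P = 6.05e-07) in experiment 1 and 2.57 (standard error 0.159, adjusted P = 4.22e-06) in experiment 2 by edgeR's quasi-likelihood test. *ACC oxidase-B* (Traes_5BL_6AAC89B49) rose from 164 ± 147 to 857 ± 293 and *ACC synthase-A* (Traes_4AL_A5B9F7B36) from 1.84 ± 2.01 to 27.9 ± 14.2. The call of *ACC synthase-A* was lost without *PHYB* wild-type replicate 1 of experiment 1 or *phyB*-null replicate 1 of experiment 1, with mean log2 fold changes of 3.63 to 5.38. None of these genes was called in *phyC*-null, and for each the effects of both mutants differed (adjusted P up to 7.41e-04).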

We also found that *phyB-*null mutant exhibited reduced expression of two putative abscisic acid (ABA) receptors of the *PYRABACTIN-RESISTANCE-LIKE* (*PYL*) gene family, indicative of a reduced sensitivity to this hormone (Table 3). 

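*PYL4-like-B1* (Traes_4BL_E43C1BB11, chromosome 4B, 237859381 to 237860614) fell from 322 ± 103 to 79.8 ± 14.2 normalized counts in *phyB*-null, *PYL4-like-A1* (Traes_4AS_72BEF89AC, chromosome 4A, 44606004 to 44607479) from 115 ± 35.4 to 19 ± 3.65 and *PYL4-like-B2* (Traes_2BS_6428AA6CC, 2BS scaffold 2443581, 1 to 838) from 323 ± 76.2 to 146 ± 30.8. The adjusted P values in experiments 1 and 2 were 2.2e-04 and 2.54e-04, 5.2e-05 and 3e-05, and 0.00117 and 5.99e-04 by edgeR's quasi-likelihood test.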

Taken together, these findings indicate that *PHYB* plays a prominent role in regulating GA, BR, auxin, ABA and ethylene biosynthesis, transport and signaling pathways.

In Arabidopsis, a subset of genes has been identified which are differentially expressed in response to low R/FR and that are required for the shade-avoidance response. These genes include different classes of transcription factors, particularly members of the bHLH and homeobox leucine zipper family. We identified three bHLH genes which were significantly upregulated in the *phyB-*null mutant with high homology to characterized PIF genes (Table 3). 

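*PIF-B3* (Traes_1BS_D1FCBFBE8, chromosome 1B, 107847405 to 107850536) rose from 34.5 ± 14.1 to 3065 ± 1210.4 normalized counts in *phyB*-null, with log2 fold changes of 6.17 (standard error 0.235, adjusted P = 2.1e-08) in experiment 1 and 6.63 (standard error 0.24, adjusted P = 7.27e-08) in experiment 2 by edgeR's quasi-likelihood test. The other 2 genes, *bHLH47-like1-A* (Traes_2AS_9AEA9BDEA, chromosome 2A, 11993549 to 11996066) and *bHLH47-like2-A* (Traes_2AS_C4568AE60, 2AS scaffold 5203845, 1 to 4015), rose from 87.4 ± 58.5 to 5046 ± 1274 and from 606 ± 138 to 1740.5 ± 301. In the *PHYC* lines, *PIF-B3* had 43.9 ± 12 in the wild type and 60.0 ± 22.4 in *phyC*-null, and the effects of both mutants differed by 5.93 (standard error 0.291, adjusted P = 4.8e-16).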

Other bHLH genes upregulated in the *phyB-*null mutant included the wheat orthologue of *PHYTOCHROME INTERACTING LIKE PROTEIN1* (*PIL1*)*,* which regulates cell wall expansion genes during rice stem elongation [42] and *BES1-INTERACTING MYC-LIKE PROTEIN 2* (*BIM2*), a bHLH transcription factor with a role in mediating brassinosteroid signaling during shade-avoidance [43] (Table 3). 

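*PIL1-like-A* (Traes_5AL_85F3BE385, 5AL scaffold 1404752, 3 to 1486) rose from 323 ± 102 to 698 ± 146 normalized counts, with adjusted P values of 4.02e-04 and 0.00211 in experiments 1 and 2 by edgeR's quasi-likelihood test. *BIM-A2* (Traes_5AL_0D4BDDDCD) rose from 92.7 ± 19.1 to 248 ± 25.6 and *BIM-B2* (Traes_5BL_AAC9C7238) from 615 ± 124 to 1453 ± 276.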

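*ATHB2-A* (Traes_2AL_EF9549D16, 2AL scaffold 6334009, 1566 to 3327) rose from 24.1 ± 12.5 to 641 ± 149.7 normalized counts in *phyB*-null, with log2 fold changes of 4.46 (standard error 0.329, adjusted P = 5.32e-06) in experiment 1 and 5.04 (standard error 0.262, adjusted P = 1.13e-06) in experiment 2 by edgeR's quasi-likelihood test, and *ATHB2-B* (Traes_2BL_02479C76A, chromosome 2B, 265061359 to 265062805) from 4.28 ± 2.82 to 332 ± 78. *GT-A1* (Traes_4AS_1EA23DE08, 4AS scaffold 3077305, 920 to 2472) rose from 10.7 ± 19.4 to 91.6 ± 47.6, with adjusted P values of 2.61e-05 and 0.0073. Its call was lost without *PHYB* wild-type replicates 1, 2 or 3 of experiment 2 or *phyB*-null replicates 1, 2, 3 or 4 of experiment 2, with mean log2 fold changes of 3.60 to 4.53.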

We also found a significant upregulation in the *phyB-*null mutant of two homeobox leucine zipper transcription factors. The first, *ATHB2*, is a direct PIF target which regulates transcriptional responses to light quality during shade-avoidance [44], while the second, *GRASSY TILLERS 1* (*GT1*), regulates tillering and bud outgrowth in the grasses [45]. Finally, one member of the *SQUAMOSA PROMOTER BINDING-LIKE* (*SPL*) family of transcription factors with highest similarity to Arabidopsis *SPL14* was upregulated in the *phyB-*null mutant. 

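*SPL14-like-A* (Traes_7AS_FB2A769B5, chromosome 7A, 46917878 to 46921750) rose from 92.7 ± 31.7 to 181 ± 37.5 normalized counts in *phyB*-null and *SPL14-like-B* (Traes_7BS_7ACA0B10A, chromosome 7B, 67826087 to 67831611) from 36.2 ± 9.7 to 128 ± 29.8. In *phyC*-null, *SPL14-like-A* rose from 101 ± 15 to 178 ± 64.6 (adjusted P = 0.0205 and 0.202 by edgeR's quasi-likelihood test) and *SPL14-like-B* from 37.2 ± 16.4 to 108 ± 44 (adjusted P = 0.0306 and 0.00444). The effects of both mutants differed by 0.24 (standard error 0.21, adjusted P = 0.537) and 0.19 (standard error 0.307, adjusted P = 0.772), short of the threshold. *SPL14-like-B* was high-confidence in *phyC*-null with no filter, DESeq2, edgeR's exact test, a threshold of 0.05 or library totals. The *phyB*-null call of *SPL14-like-A* was lost when at least a 2-fold change was required.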

Mutations in this gene result in plants with elongated petioles, a characteristic trait of the shade-avoidance response [46].

Several regulators of cellular growth and plant architecture were significantly upregulated in the *phyB-*null mutant (Table 3). These included a putative *XYLOGLUCAN ENDOTRANSGLUCOSYLASE/HYDROLASE* (*XTH*) gene, which encodes an enzyme that facilitates cell wall elongation to enhance cellular growth and expansion [47], *PROSTRATE GROWTH 1* (*PROG1*), a Cys_2_-His_2_ zinc-finger protein regulating plant architecture and panicle angle [48, 49]*,* two members of the *LONGIFOLIA*-like (*LNG-like*)gene family, which promote longitudinal cell elongation in Arabidopsis [50] and *BUSHYGROWTH* (*BSH*), a member of the *SUCROSE NON FERMENTING* (*SNF*) gene family which has a putative role in regulating plant architecture and seed set [51].

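*XTH-like-B* (Traes_4BS_64FB912EE, chromosome 4B, 82498824 to 82502419) had 17.9 ± 27.5 normalized counts in the wild type and 103 ± 43.7 in *phyB*-null, with log2 fold changes of 5.46 (standard error 0.691, adjusted P = 2.56e-04) in experiment 1 and 1.89 (standard error 0.596, adjusted P = 0.0423) in experiment 2 by edgeR's quasi-likelihood test, so it was called in experiment 1 alone, and in both at a threshold of 0.05. The identifier listed for both *PROG-A1* and *PROG-B1* (td-k41_contig_81185) occurs at a 5A locus (138652341 to 138653002), which rose from 15.5 ± 11.3 to 173 ± 22.4, and at a 4B locus (305435249 to 305436412), which rose from 89.5 ± 27.9 to 502 ± 48. *LNG-1-like-A* (Traes_2AS_2C93BAE62) rose from 204 ± 161 to 1102 ± 742, *LNG-2-like-A* (td-k25_contig_4862) from 0.243 ± 0.688 to 22.8 ± 10.5 and *BSH-B* (Traes_1BS_E09101AE8, chromosome 1B, 68530794 to 68539948) from 296 ± 38 to 640.2 ± 124, with adjusted P values of 0.00199 or less. The call of *BSH-B* was lost when at least a 2-fold change was required.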

In Arabidopsis, *PHYB* modulates freezing tolerance in response to changes in light quality [52]. A connection between these two traits may also exist in wheat, since we found that the wheat *phyB-*null mutant exhibited a significant upregulation of four *COLD REGULATED* (*COR*) genes and downregulation of one member of the *INDUCER of CBF EXPRESSION* (*ICE*) gene family [53] (Table 3).

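*WCOR15-A* (Traes_2AL_079988C38, chromosome 2A, 226516232 to 226517145) rose from 18.3 ± 22.1 to 1025 ± 294 normalized counts in *phyB*-null, with log2 fold changes of 4.84 (standard error 0.46, adjusted P = 3.34e-05) in experiment 1 and 7.42 (standard error 0.221, adjusted P = 1.6e-08) in experiment 2 by edgeR's quasi-likelihood test. It was also high-confidence in *phyC*-null, from 27.1 ± 17.2 to 658 ± 512 (adjusted P = 3.16e-04 and 8.15e-05). *WCOR14-B* (td-k25_contig_47404) rose from 4.87 ± 2.22 to 208 ± 85.3 in *phyB*-null, *WCOR413-A* (Traes_5AL_F7649C79D) from 31.4 ± 22.7 to 125 ± 27.8 and *WCS19a-B* (Traes_2BL_6382E3EFF) from 0.797 ± 1.46 to 23 ± 7.51. *WCS19a-B* had 1.54 ± 1.29 and 17.4 ± 15.6 in the *PHYC* lines (adjusted P = 0.0173 and 0.0295) and was high-confidence in *phyC*-null with no filter, edgeR's exact test or a threshold of 0.05. The call of *WCOR413-A* was lost without *phyB*-null replicates 1, 2, 3 or 4 of experiment 2, with mean log2 fold changes of 2.02 to 2.47. *ICE-B41* (td-k35_contig_73009, chromosome 4B, 16304144 to 16308104) fell from 103 ± 29.4 to 11.8 ± 4.88 in *phyB*-null, and in *phyC*-null it was called lower in experiment 2 (adjusted P = 0.00658) and not in experiment 1 (adjusted P = 0.102). From these changes in *phyB*-null, the paper proposes that light quality and freezing tolerance may be connected in wheat.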

In addition to protein-coding genes, changes in development can be induced by non-coding parts of the genome, such as miRNAs [54]. We identified loci encoding pri-miRNAs that were specifically upregulated in either the *phyB*-null or *phyC*-null mutants (Table 4). In the *phyB-*null mutant, two homoeologous loci encoding *pri-miR530* were the most significant differentially expressed genes in our experiment. 

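The locus of *pri-miR530* on chromosome 2A, 45376799 to 45378090 (isotig11608) had 15.8 ± 5.12 normalized counts in the *PHYB* wild type and 7626 ± 496 in *phyB*-null, with log2 fold changes of 8.58 (standard error 0.193, adjusted P = 2.87e-10) in experiment 1 and 9.29 (standard error 0.158, adjusted P = 4.69e-10) in experiment 2 by edgeR's quasi-likelihood test. Its homoeologue on chromosome 2B, 217777257 to 217778564 had 11.8 ± 3.96 and 3518 ± 284, with log2 fold changes of 7.93 (standard error 0.212, adjusted P = 8.94e-10) in experiment 1 and 8.53 (standard error 0.164, adjusted P = 6.17e-10) in experiment 2. Every *PHYC* wild-type library was at 0 for both loci and the *phyC*-null means were 0.307 ± 0.43 and 0.119 ± 0.336, too few reads for a test, so no response to *phyC* was detectable at this depth. Traes_2AL_F39B465B7, next to the 2A locus, rose along with it, by a mean log2 fold change of 9.08.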

The mature miR530 is predicted to target a transcription factor with high similarity to *TANDEM ZINC KNUCKLE/PLU3* (*TZP*), which has a role in regulating plant growth and architecture downstream of the circadian clock and light signaling pathways [55]. This gene exhibits the expected inverse transcriptional response to *pri-miR530*, with significantly reduced expression in the *phyB-*null mutant (Table 4). 

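*TZP-B* (isotig04736, chromosome 3B, 538804935 to 538810919) fell from 7439 ± 986 to 2774 ± 109 normalized counts in *phyB*-null and *TZP-A* (Traes_3AL_5006FA990, chromosome 3A, 129895633 to 129900458) from 1766 ± 265 to 694 ± 52.6. Their log2 fold changes were -1.30 (standard error 0.138, adjusted P = 7.5e-05) in experiment 1 and -1.54 (standard error 0.097, adjusted P = 4.57e-06) in experiment 2 and -1.24 (standard error 0.153, adjusted P = 2.16e-04) in experiment 1 and -1.46 (standard error 0.105, adjusted P = 1.05e-05) in experiment 2 by edgeR's quasi-likelihood test. Neither was called in *phyC*-null, and the effects of both mutants differed by -1.28 (standard error 0.111, adjusted P = 6.37e-10) and -1.01 (standard error 0.142, adjusted P = 6.91e-06).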

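The *pri-miR393* locus *miR393b-A* (td-k31_contig_70403, 2AL scaffold 6315928, 8553 to 9807) rose from 11.2 ± 5.44 to 44.9 ± 9.94 normalized counts in *phyB*-null, with log2 fold changes of 2.39 (standard error 0.341, adjusted P = 5.61e-04) in experiment 1 and 1.63 (standard error 0.314, adjusted P = 0.00408) in experiment 2 by edgeR's quasi-likelihood test. Its call was lost without *PHYB* wild-type replicates 1, 3 or 4 of experiment 2 or *phyB*-null replicates 3 or 4 of experiment 2, with mean log2 fold changes of 1.84 to 2.30. The *pri-miR156g* locus *miR156g-A* (td-k31_contig_75281, chromosome 5A, 61589252 to 61595062) rose from 33.5 ± 16.8 to 123 ± 71.2, with log2 fold changes of 2.04 (standard error 0.187, adjusted P = 2.55e-05) in experiment 1 and 1.40 (standard error 0.33, adjusted P = 0.0115) in experiment 2, so it was called in experiment 1 alone. It was called in both experiments with DESeq2, edgeR's exact test, no filter, 1 fit of all 4 groups, a threshold of 0.05 or library totals, and without *PHYB* wild-type replicate 3 of experiment 2, with mean log2 fold changes of 1.59 to 2.00.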

We also found a significant upregulation in the *phyB-*null mutant of one locus encoding *pri-miR393* and another encoding *pri-miR156g* (Table 4). miR393 is predicted to target two *TIR1*-like members of auxin receptors [56–59], but the expression of these two targets was not significantly reduced in the *phyB*-null mutant (Table 4). Members of the miR156 family target multiple *SPL* genes during development [60], but we did not observe significant changes in the expression of any *SPL* genes carrying the miR156 target site at this developmental stage (Table 4).

**Table 4:** *PHY-*regulated pri-miRNAs and the predicted targets of their mature miRNA in wheat

		Pri-miRNA counts			Target counts	
Pri-miRNA	Ensembl ID	Wild-type	*phyB-*null	Putative target	Wild-type	*phyB-*null
*PHYB* targets						
* miR530-A*	isotig11608	16	7,627	*TZP*	4,603	1,734
* miR530-B*	isotig11608	12	3,518			
* miR393b-A*	td-k31_contig_70403	11	45	*TIR1-like1*	269	270
				*TIR1-like2*	469	391
* miR156g-A*	td-k31_contig_75281	34	123	*SPL* family	Multiple	Multiple
*PHYC* targets		Wild-type	*phyC-*null	Putative target	Wild-type	*phyC-*null
* miR5200-A*	td-k35_contig_61886	72	955	*FT1*	342	2
* miR5200-B*	td-k21_contig_55327	2,613	12,198			

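The precursors of miR5200 were counted at *miR5200-A* (td-k35_contig_61886, 7AS scaffold 4238714, 3318 to 5569) and *miR5200-B* (td-k21_contig_55327, chromosome 7B, 3426367 to 3430393). *miR5200-A* rose from 72 ± 31.6 to 955 ± 253 normalized counts in *phyC*-null, with log2 fold changes of 3.67 (standard error 0.22, adjusted P = 2.78e-06) in experiment 1 and 3.80 (standard error 0.395, adjusted P = 1.81e-04) in experiment 2 by edgeR's quasi-likelihood test. *miR5200-B* rose from 2612 ± 1117 to 12195 ± 2939, with log2 fold changes of 2.21 (standard error 0.232, adjusted P = 2.56e-04) in experiment 1 and 2.25 (standard error 0.307, adjusted P = 0.00168) in experiment 2, and its call was lost without *PHYC* wild-type replicate 2 of experiment 2, with mean log2 fold changes of 2.13 to 2.47. In the *PHYB* lines *miR5200-A* had 425 ± 458 in the wild type and 134 ± 82.5 in *phyB*-null, lower in the mutant with adjusted P values of 0.017 and 0.015, and this fall was high-confidence with no filter, edgeR's exact test or a threshold of 0.05. *miR5200-B* had 2777 ± 1945 and 3574 ± 1573 there. The effects of both mutants differed by -5.08 (standard error 0.423, adjusted P = 2.32e-10) for *miR5200-A* and -1.81 (standard error 0.337, adjusted P = 3.67e-04) for *miR5200-B*.

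**Figure D3:**
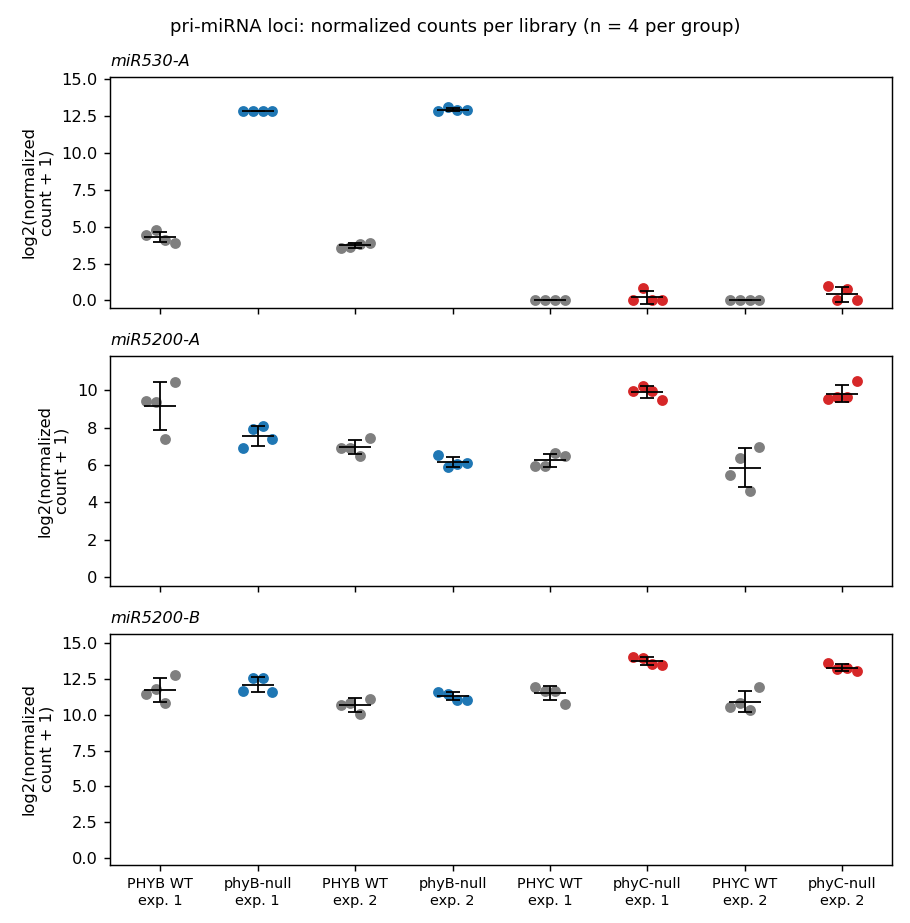
Normalized counts of *miR530-A*, *miR5200-A* and *miR5200-B* on a log2 scale, log2(normalized count + 1), for each of the 4 libraries of the 8 groups (points), with the mean and SD of the log2 values (bars). *miR530-A* is higher in every *phyB*-null library than in every other library, and both *miR5200* loci are higher in every *phyC*-null library than in every *PHYC* wild-type library.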

In the *phyC-*null mutant, we identified a significant upregulation in the expression of both homoeologues of the precursors of *miR5200* (Table 4), a miRNA which represses *FT1* expression in SD in *Brachypodium* (Fig. 4b) [61]. Increased levels of miR5200 in the *phyC*-null mutant may contribute to the very low expression of *FT1* in these plants.

Finally, we identified 23 transcripts annotated as repetitive elements among the high-confidence *PHYB*-regulated genes and 11 repetitive elements among the *PHYC*-regulated genes (Additional file 3). Induced expression of wheat repetitive elements has been observed under stressful conditions [62], but the effect of these changes is currently unknown. Differentially regulated repetitive elements in this study include both DNA transposons and retrotransposons, and the majority were upregulated in the *phy-*null mutant relative to the wild-type (65 and 91 % were upregulated in the *phyB*-null mutant and *phyC*-null mutant, respectively). No repetitive elements were identified among the 82 differentially expressed genes regulated in a concerted manner by both PHYB and PHYC proteins.

## Discussion

Phytochromes are ubiquitous among photosynthetic eukaryotes and, within flowering plants, share a highly conserved protein structure [13]. However, despite their similarities at the protein level, differences in phytochrome function have been reported among different species of flowering plants. For example, in both rice and Arabidopsis the PHYC protein is unstable in the absence of other phytochromes, whereas the wheat PHYC protein is stable and functional when transformed into an Arabidopsis mutant lacking all phytochromes [19]. This suggests that in wheat, the PHYB and PHYC proteins can act both independently and in concert to control downstream regulatory pathways.

To characterize genes regulated by PHYB and PHYC in wheat, we applied a highly stringent approach using replicated RNA-seq studies. A FDR-adj *P* <0.01 was used for each experiment and only those genes that were significant in both experiments were defined as high-confidence genes. Since the two experiments were independent, the high-confidence genes have an FDR < 0.0001, resulting in less than one expected false positive in each selected set (PHYB = 0.04 and PHYB = 0.23). This stringent criterion is likely to exclude many genuine PHY-regulated genes (false negatives), so users of this data are encouraged to analyze the data using different levels of stringency (Additional file 2). The subset of FDR-adj *P* <0.01 PHYB- and PHYC-regulated genes significant in just one experiment (Additional file 4) likely includes additional true positives which may provide valuable insight into the PHY-mediated regulation of light signaling. Currently, many of the differentially expressed genes identified in this study lack annotation, indicating that additional research will be required to determine their function and their role in the transduction of light signals in wheat.

### Potential mechanisms for the concerted action of *PHYB* and *PHYC*

We identified 104 genes that were differentially regulated in both *phyB-*null and *phyC*-null mutants, suggesting that PHYB and PHYC can act in a concerted manner to regulate a small subset of target genes. Figure 3 presents alternative mechanisms to explain this concerted action. If a gene/protein is regulated by the PHYB-PHYC heterodimer, loss-of-function mutations in either of these phytochromes will result in similar changes in the expression (either induction or repression) of the target gene and all its downstream targets (Fig. 3a). A similar concerted effect will also be observed if PHYB-PHYB and PHYC-PHYC homodimers each regulate the same transcription factor independently, or alternatively, regulate separate transcription factors that have similar effects on the regulation of a third gene (Fig. 3b). If the PHYB-PHYB and PHYC-PHYC homodimers regulate genes that have opposite effects on the regulation of the target gene, the *phyB*-null and *phyC*-null mutants will exhibit changes in the expression of this gene in opposing directions (Fig. 3c). This last mechanism can explain the 22 high-confidence genes that were differentially regulated in the *phyB*-null and *phyC*-null mutants in the opposite direction (Additional file 3). These regulatory pathways are likely to be more complex than the simplified mechanisms presented in Fig. 3, as some genes may be regulated by both homo- and hetero-PHY dimers. This model is presented only to show that multiple mechanisms can generate similar concerted effects.

**Fig. 3:**
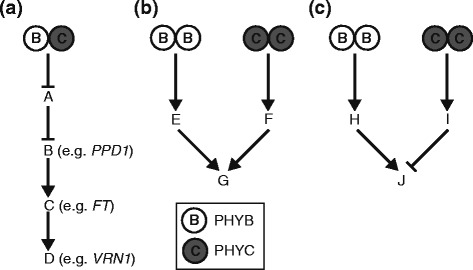
Potential mechanisms of concerted regulation of downstream genes by PHYB and PHYC. **a** Heterodimer regulation: regulation by a PHYB/PHYC heterodimer results always in changes in the same direction in *phyB*-null and *phyC*-null mutants. **b-c** Homodimer regulation: independent regulation by PHYB/PHYB and PHYC/PHYC homodimers can result in changes in the same or opposite direction. **b** Gene “G” is differentially regulated in the same direction in both *phyB*-null and *phyC*-null mutants**. c** Gene “J’ is upregulated in the *phyB-*null and downregulated in *phyC*-null mutant

In this transcriptome analysis more than 95 % of the high-confidence genes showed significant differences in expression either in the *phyB*-null or *phyC*-null mutants alone (Fig. 2c). Genes regulated by PHYB-PHYB or PHYB-PHYA dimers are likely to be included in the set of genes differentially expressed only in the *phyB*-null mutant, whereas those regulated by PHYC-PHYC or PHYC-PHYA dimers are likely to be included in the set of genes differentially expressed only in the *phyC*-null mutant. However, these two sets also include genes that are regulated in the same direction in both mutants, but that are highly-significant (significant in both experiments) only for one of the phytochrome mutants.

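Of 3372 high-confidence PHYB loci that were tested in both *phyC*-null experiments and called in neither, 61% changed in the *phyB*-null direction in both *phyC*-null experiments and 9.28% in the opposite direction in both. Among the other 65905 tested loci these shares were 41.9% and 18.7%. The median log2 change of the 3372 loci in the *phyB*-null direction was 1.23 in *phyB*-null and 0.26 in *phyC*-null.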

### Differences in phytochrome function among flowering plants

Our study also revealed variable functions of the phytochromes in the regulation of flowering between monocot and dicot flowering plants. Whereas loss-of-function mutations in *PHYB* are associated with early flowering in Arabidopsis [63], in wheat they are associated with an extreme delay in flowering (Fig. 1b), despite both species exhibiting accelerated flowering in a LD photoperiod. In addition, loss-of-function mutations in *PHYC* have a limited effect on Arabidopsis flowering under LD [17, 64], but result in extreme late flowering in wheat [19], barley [20] and *Brachypodium* [21].

These contrasting effects are more likely due to changes downstream of the phytochrome signaling pathway that occurred during the divergence of monocots and dicots than to changes in the phytochrome proteins. In Arabidopsis, LD acceleration of flowering is mediated by CONSTANS (CO). Since PHYB reduces CO abundance during the morning [65] (Fig. 4a), *phyB* loss-of-function mutations in Arabidopsis result in the accumulation of CO and the subsequent activation of FT and accelerated flowering (Fig. 4a). By contrast, in the temperate grasses the acceleration of flowering under LD is mainly mediated by PPD1/PRR37, a Pseudo Response Regulator that originated from a gene duplication in the grass lineage that originated *PRR37* and *PRR73*, and that was independent of the event that originated the *PRR3* and *PRR7* genes in Arabidopsis [66] (Fig. 4b). The sub-functionalization of the duplicated *PPD1/PRR37* as a photoperiod gene in the grass lineage is not observed in the corresponding Arabidopsis *PRR3* or *PRR7* genes. In wheat, because both PHYB (Fig. 1b) and PHYC [19] are required for the light activation of *PPD1*, and its downstream target FT1, loss-of-function mutations in either phytochrome result in extreme delays in flowering under LD, despite the upregulation of *CO1* in these mutants [19] (Fig. 4b).

**Fig. 4:**
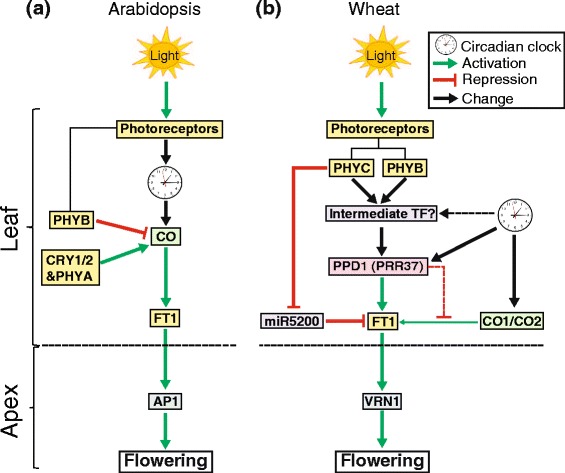
Simplified models of photoperiodic regulation of flowering in (**a**) Arabidopsis (LD dicot species) based on Valverde et al. [65] and (**b**) wheat (LD monocot species) based on Chen and Dubcovsky 2012 [87] and Chen et al. 2014 [19]. In Arabidopsis the photoperiodic response is regulated by CONSTANS (CO). In the absence of PHYB, CO proteins accumulate, inducing flowering. In wheat, PPD1/PRR37 is the central regulator of the photoperiodic response. The effects of CO in monocots are observed only in the absence of PPD1/PRR37 [88, 89]. In wheat, *PHYB* and *PHYC *are required for the light activation of PPD1/PRR37 so both the *phyB-*null and *phyC-null * mutants exhibit a late-flowering phenotype

### Additional effects of *PHYB* and *PHYC* on flowering induction in wheat

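The mean normalized count of *PPD-B1* was 120.2-fold lower in *phyB*-null and 28.9-fold lower in *phyC*-null than in the respective wild type.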

Although the *PPD1* gene plays a central role in the regulation of the photoperiod response in wheat, the strong downregulation of *PPD1* in the *phyB*-null (120-fold reduction) and *phyC-*null mutants (30-fold reduction) is not sufficient to explain the drastic delay in flowering time observed in these mutants in LD photoperiods (Fig. 1b, [19]). The combined loss-of-function of the three homoeologues of *PPD1* in the hexaploid wheat variety Paragon delays flowering by only one month, whereas the *phyB*-null and *phyC*-null mutants exhibit a flowering delay of more than three months. This suggests that PHYB and PHYC also regulate other flowering genes. Additional genes associated with flowering time identified in our study include positive (e.g., *GATA* transcription factors, *VIN3*) and negative (e.g., *TaAGL33*) regulators of flowering. Of the six uncharacterized members of the PEBP family found in our study, five were more highly expressed in the late-flowering *phyB*-null mutant than in the wild type (Table 3). Some PEBP proteins have been shown to act as floral repressors in other species [67], so it is possible that these upregulated *FT-*like genes contribute to the late flowering phenotype of the *phyB-*null mutant. Alternatively, they may be part of a feedback loop that compensates for the lack of *FT1* expression and are actually favoring the eventual late flowering of the *phyB*-null mutant. It would be interesting to characterize loss-of-function mutants for these genes to understand their specific role in regulating flowering time in wheat. We also identified several differentially expressed genes which encode components of the circadian clock (e.g., *LHY, CCA1, GI* and *PRR95*). In Arabidopsis, approximately one-third of all genes are transcriptionally regulated by the circadian clock [68], suggesting that the changes generated in the core clock genes in the *phyB-*null (Table 3) and the *phyC-*null mutant [19] may result in large-scale changes in gene expression that contribute to the large delay in flowering time observed in these mutants. In the *phyC-*null mutant, the upregulation of *miR5200* and the post-transcriptional downregulation of *FT1* [61] may also contribute to the late flowering phenotype of this mutant (Fig. 4b).

### *PHYB* and the shade-avoidance response in wheat

Observations from our phenotypic and transcriptomic studies suggest that *PHYC* likely plays a narrower role than *PHYB* in wheat development. Although characterized by delayed flowering and changes in spikelet and floret morphology (e.g., a reduced number of florets and elongated rachillas, glumes, and awns), the *phyC*-null mutant still produces normal flowers and seeds [19]. The strong effect on flowering time and spike morphology, together with the known role in flowering regulation of many of the genes differentially regulated in the *phyC*-null mutant suggest that a central role of *PHYC* is to regulate flowering time and spike development in wheat. However, the longer and narrower leaves found in the *phyC*-null mutant indicate that this gene also affects other developmental processes.

The *phyB*-null mutant plants flower later, are sterile and exhibit altered vegetative development (e.g., elongation of the internodes between tillers, longer and wider leaves and an increased rate of leaf production) (Fig. 1c, Additional file 1: Figure S2). In agreement with the phenotypic differences between mutants we found that the *phyB***-**null mutant exhibited differential expression of a larger and more diverse set of genes than the *phyC***-**null mutant. For example, a number of auxin, gibberellin, brassinosteroid and ethylene biosynthesis and signaling genes are differentially expressed in the *phyB*-null mutant, all hormones which are important regulatory components of the shade-avoidance response [39, 69–71] (Table 3 and Fig. 5). In addition, the *phyB*-null mutant showed expression changes in the wheat orthologues of several shade-avoidance regulatory genes and in genes with putative roles in regulating cell elongation and architecture (Table 3 and Fig. 5) [48–50, 55].

**Fig. 5:**
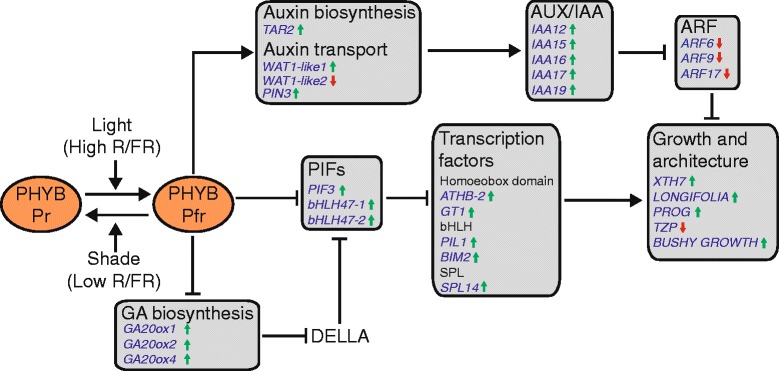
Putative members of the shade-avoidance response pathway in wheat. Genes significantly up (⬆) or down (⬇) regulated in the *phyB*-null mutant are displayed. Gene names are in blue

Experiments controlling R/FR ratios to simulate shaded conditions in dense stands found that wheat yields, even in modern varieties, were reduced in light conditions of low R/FR ratios [72]. Since the low R/FR ratios used in these experiments did not promote stem or leaf sheath growth, the negative effects on yield were attributed to delayed spike development and reduced floret number [72]. Low R/FR ratios favors formation of the inactive Pr form of the phytochromes, so the delayed flowering under these conditions is consistent with the observed delayed flowering in the loss-of function *phyB*-null and *phyC*-null mutants. By contrast, in Arabidopsis and other dicot species, low R/FR light ratios (or *phyB* mutations) result in accelerated reproductive development, a characteristic of the shade-avoidance response [15]. To better characterize the impact of the shade avoidance response in wheat, it will be necessary to separate the effects of low R/FR light on flowering from the effects it has on vegetative development by dissecting the complex transcriptional networks controlled by *PHYB*.

Further studies will also be required to investigate the links between PHYB-mediated light signaling and tolerance to abiotic stresses such as cold and drought. The wheat *phyB*-null mutant exhibits a significant reduction in the expression of two ABA receptors, a transcriptional profile which, in Arabidopsis, is indicative of reduced ABA-sensitivity and lower drought tolerance through effects on stomatal conductance [73]. *PHYB* also activates members of the cold acclimation pathway in response to low R/FR light in Arabidopsis [52]. The principal targets during this response are members of the *C-REPEAT/DRE BINDING FACTOR* (*CBF*) family of transcriptional regulators. *CBF* genes activate downstream *COR* genes which play a functional role protecting the cell against frost and desiccation damage [52]. While we did not detect any differentially-expressed *CBF* genes within our dataset, four wheat *COR* genes were upregulated in the *phyB*-null mutant and one member of the *INDUCER of CBF EXPRESSION* (*ICE*) gene family [53] was downregulated (Table 3), suggesting that the role of *PHYB* in the light-mediated activation of the cold acclimation pathway observed in Arabidopsis [52] may be conserved in wheat.

### Effect of *PHYB* and *PHYC* in the regulation of repetitive elements and miRNAs

In addition to their effect on the expression of hundreds of protein-coding genes, both the *phyB-*null and *phyC-*null mutants exhibit differential expression of several repetitive elements. This suggests a possible role of the phytochromes (or more likely of its downstream targets) in the transcriptional regulation of such elements.

In addition to directly affecting the rate of transcription, gene activity may also be impacted post-transcriptionally through the activity of miRNAs, a class of small ncRNAs which target specific mRNA transcripts for cleavage and thus inactivation [74]. Both *phy-*null mutants showed high-confidence differentially expressed miRNAs. The upregulation of pri-*miR5200* in the *phyC*-null mutant relative to the wild-type is consistent with the increased levels of *miR5200* observed under SD than under LD in *Brachypodium* [61]. Since *phyC*-null plants cannot perceive the LD signal [19], *miR5200* levels are maintained at high levels even under LD, whereas they are greatly reduced in these conditions in wild-type wheat and *Brachypodium* plants [61]. The post-transcriptional downregulation of the central wheat flowering promoter *FT1* by *miR5200* may contribute to the extremely late flowering of the *phyC*-null mutant. The *phyB*-null mutant exhibited increased expression of pri-*miR156* (Table 4), which has been associated with a prolonged vegetative state in maize [75] and switchgrass [76], consistent with the phenotype of the wheat *phyB*-null mutant.

## Conclusion and future directions

This study demonstrates that both PHYB and PHYC are required for the acceleration of wheat flowering under LD, an effect which is partially mediated by the transcriptional activation of *PPD1*. Both *phyB*-null and *phyC-*null mutants exhibit changes in the expression of circadian clock genes, and their disruption may contribute to the dramatic flowering delay observed in these plants. In addition, this study revealed that PHYB and PHYC also specifically regulate certain pathways. PHYC activity, but not PHYB is required for the downregulation of *miR5200*, a post-transcriptional repressor of the flowering promoter *FT1*. PHYB is actively involved in the regulation of the shade-avoidance response. In contrast with Arabidopsis and the SD grasses, *phyB*-null mutations in wheat (as well as reduced R/FR ratios) result in delayed flowering. Therefore, a modification of wheat responses to growth in dense stands will require the separation of the effects of PHYB on flowering from its effects on other components of the shade-avoidance response. The PIFs are excellent candidates to initiate the dissection of these pathways since they interact directly with the phytochromes and are critical hubs that integrate temperature, light and hormonal signals to regulate development [6, 77]. RNA-seq experiments using different combinations of wheat *pif-*null mutants may help to dissect the complex *PHYB/PHYC* effects described in this study.

## Methods

### Plant materials

We identified *phyB*-null mutant lines by screening a TILLING population in the tetraploid *Triticum turgidum* L*. subsp.* durum (Desf.) var. Kronos using a protocol described previously [78]. Full-length genomic sequences of the *PHYB-A* and *PHYB-B* homoeologues were identified from the draft genome assemblies of *Triticum urartu* [79] and *Aegilops speltoides*, respectively, and used to design homoeologue-specific primers to amplify fragments of each gene in ‘Kronos’. PCR-amplification of specific fragments were performed using the following conditions – 95 °C for 5 m, 40 cycles of: 95 °C for 30 s, 62/66 °C for 30 s, 72 °C 1 min/kb; 72 °C 7 min (annealing temperatures were 62 °C and 66 °C for the *PHYB-A* and *PHYB-B* TILLING fragments, respectively). Mutations in *PHYB-A* were detected by *Cel*Ι digestion of a 1875 bp PCR product amplified using the primers PHYB-A-F1 (5’-CTCTCCATCGCTGACGCAGTT-3’) and PHYB-A-R1 (5’-GATTGCTCTGACCCAAATGTCTTC-3’), and mutations in *PHYB-B* were identified by digesting a 1007 bp PCR fragment amplified with primers PHYB-B-F1 (5’-CCATGTTTGCAGATGTTGCAG-3’) and PHYB-B-R2 (5’-AGGTGTACATCCAGTCAGGTTGCA-3’). A CAPS marker was developed to genotype the *phyB-B* mutation by digesting the amplified TILLING product with the restriction enzyme *Hpy*Ch4V and running products on a 3 % polyacrylamide gel stained with ethidium bromide. After digestion with this enzyme the mutant allele shows a 407 bp band and the wild-type allele shows two fragments of 224 bp and 183 bp. The *phyB-A* mutation was detected by Sanger sequencing using the sequencing primer 5’-ATATCATCGAGTGGTTGACG-3’. The selected M_3_ lines carrying *phyB-A* and *phyB-B* null mutations were each backcrossed twice to wild-type ‘Kronos’ to reduce the impact of background mutations, before combining them to generate a *phyB*-null mutant line. Wild-type BC_2_F_2_ sister lines from these crosses were used as control plants in each experiment. Because *phyB*-null plants were sterile, backcrosses and F_2_ seed production were performed maintaining one of the mutations in a heterozygous state. Null mutations for *PHYC* were described previously [19]. The source of all plant materials was UC Davis.

### Growth conditions

All plants were grown in PGR15 growth chambers (Conviron, Manitoba, Canada) under LD conditions (16 h light/8 h dark) at 20 °C day/18 °C night temperatures and a light intensity of ~260 μM m^−2^ s^−1^. All chambers used similar halide light configurations and were located in the same room. PHYB and PHYC experiments were run separately. The two replications of the PHYB experiment were performed one after the other in the same chamber, but the two replications of the PHYC experiment were performed in separate chambers that we later realized had different ballast systems. The light intensity in each growth chamber at R (655-665 nm) and FR (725-735 nm) wavelengths was measured using a FieldSpec® HandHeld 2 visible near-infra-red Spectroradiometer (ASN Inc., Boulder Colorado). All statistical comparisons between mutant and wild-type controls are made within the same chamber so they are unaffected by variation between chambers.

### RNA-seq library construction and sequencing

The fully extended 3^rd^ leaf of four-week-old plants was harvested 4 h after the beginning of a 16 h light period (LD) for each genotype and stored immediately in liquid nitrogen. For each experiment, four biological replicates were used. Leaf tissues were ground into a fine powder in liquid nitrogen and total RNA was extracted using the Spectrum™ Plant Total RNA kit (Sigma-Aldrich, St. Louis, MO). Sequencing libraries were produced using the TruSeq RNA Sample Preparation kit v2 (Illumina, San Diego, CA), according to the manufacturer’s instructions. Library quality was determined using a high-sensitivity DNA chip run on a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). Libraries were barcoded to allow multiplexing within a single lane and were sequenced using the 50 bp SE module on a HiSeq2000 sequencer at the UC Davis Genome Center.

Raw reads were processed using a pipeline incorporating “*Scythe*” (https://github.com/vsbuffalo/scythe) to remove Illumina adapter contamination (Default options) and “*Sickle*” (https://github.com/najoshi/sickle) to remove low-quality reads (Default options except –l 25 –q 25). Trimmed reads were mapped to the A and B chromosome arms from the latest version of the draft wheat genome assembly in the hexaploid variety Chinese Spring (v2.2) from the IWGSC [31]. RNA-seq reads were mapped using GSNAPl, a splicing-aware aligner (version 05-09-2013, default parameters except -m 2 -n 1 -N 1 -A sam [80]) to generate Sequence Alignment/Map (SAM) files for each sample.

To define regions corresponding to transcribed gene-coding regions within this reference assembly, we performed a similar analysis as described previously [81]. Briefly, a non-redundant set of wheat transcripts from several transcriptomes were mapped to the A and B chromosome arm assemblies separately using GMAP (Version 05-09-2013), default parameters except -n 1 --nofails --cross-species -f samse -x 0 [82]. *Bedtools cluster* (-d 0) was then used to merge overlapping aligned regions, followed by *bedtools merge* to merge overlapping regions into a single putative transcribed region. The resulting General Feature Format (GFF) file consisted of 150,754 genomic ranges, each representing the genomic contig identifier and the start and end coordinate of the putative transcribed region.

Raw count values were generated using *ht-seq count* (-m union) using the generated GFF file and individual Sequence Alignment/Mapping (SAM) files for each sample. All reads with a mapping quality (MAPQ) value less than 40 from the SAM file (signifying an ambiguous, non-unique mapping position), were discarded at this stage, ensuring that expression values were generated using only uniquely-mapped reads. This approach generates homoeologue-specific expression profiles [32]. The percent of uniquely-mapped reads in each sample is described in Additional file 1: Table S1.

We used a custom ‘R’ package ‘*noleaven*’ (https://github.com/topherconley/noleaven) to remove contigs which had zero or very low numbers of counts. For each experimental replication, contigs which had less than three reads mapping to at least two biological replicates in the experiment were removed.

Raw counts were normalized using *DESeq* (Version 1.12.1 [83], R Version 2.14.2). After normalization, we applied the statistical tests implemented in both *DESeq* and *edgeR* [84] to classify differentially expressed genes in pair-wise comparisons. The *P*-values generated by both analyses were adjusted for FDR, using the procedure of Benjamini and Hochberg [85] and we selected a stringent cutoff of adjusted *P* ≤0.01 for significance for both tests within each experimental replication. Throughout the paper, both *DESeq* and *edgeR* results are presented as FDR-adjusted *P* values. We then selected for further analyses those genes that were significant in both replications under the criteria outlined above, and designated those genes as “high-confidence” differentially expressed genes (FDR < 0.0001).

### Functional annotation

For functional annotation, we identified the longest transcribed contig mapping to each genomic locus and performed a BLASTX against the nr protein database (nr.28, Apr 24, 2015 release, NCBI) and a BLASTP using the translated ORF against the Pfam database version 27.0 with InterProScan version 5.13 to identify conserved protein domains. The output was used to infer GO terms associated with each genomic locus using BLAST2GO version 2.6.5 and used the ‘R’ package *TopGO* version 2.14.0 to perform an enrichment analysis among the differentially regulated gene sets. “Biological Process” terms were obtained and significance values for enrichment were calculated using ‘classic’ Fishers’ exact test, as implemented in *TopGO*. Wheat miRNAs were annotated based on the closest rice homologue identified from the miRNA database “miRBase” (Release 21, [86]), except for miR5200, which was identified and annotated using the Brachypodium homologues [61].

### *qRT-PCR* validation of flowering time genes

The most recently-emerged leaf from wild-type and *phyB*-null plants were collected four hours after the beginning of a 16-h photoperiod from 2-week, 4-week and 6-week old plants. Harvested tissue was ground to a fine powder in liquid nitrogen and RNA was extracted as described above for RNA-seq library preparation. cDNA was synthesized using the High Capacity Reverse Transcription Kit (Applied Biosystems, Foster City, CA) according to the manufacturer’s instructions. Quantitative RT-PCR was performed using SYBR Green and a 7500 Fast Real-Time PCR system (Applied Biosystems, Foster City, CA). Primers for the target genes *PPD1, CO1*, *FT1*, *FT2*, *VRN1*, *VRN2* and the control gene *ACTIN* were described previously [19, 27]. Expression data are presented as fold-*ACTIN* levels.

## Abbreviations

ABA, Abscisic Acid; bHLH, basic Helix Loop Helix; BR, Brassinosteroid; FDR, False Discovery Rate; FR, Far red; GA, Gibberellin; GAF, cGMP phosphodiesterase/adenylate cyclase/FhlA; GFF, General Feature Format; LD, Long Day; MAPQ, Mapping Quality; PAS, period, aryl hydrocarbon receptor nuclear transporter and single minded; PEBP, Phosphatidylethanolamine-Binding Proteins; PHY, Phytochrome; PIF, Phytochrome Interacting Factor; R, Red; SAM, Sequence Alignment/Map; SD, Short Day; TILLING, Targeting Induced Local Lesions IN Genomes

## Additional files

Additional file 1: Table S1. Summary of RNA-seq reads and mapping. **Table S2**: TopGO analysis for functional enrichment for genes regulated by *PHYB*, *PHYC* and in concert by both *PHYB* and *PHYC*. **Figure S1.** Spike and floral organ phenotype of the *phyB*-null mutant. (a) Whole spike, (b) Single spikelet (c) Separated spikelet and (d) stamen and stigma. (e) Comparison of internode length between 83-day-old *phyB*-null, *phyC*-null and wild-type Kronos plants. Leaves have been removed to facilitate visualization of internodes. Nodes are indicated by purple arrows. Bar = 10 cm. **Figure S2.** Vegetative phenotype of wild-type control, *phyB*-null and *phyC*-null plants. (a) Leaf emergence rate, (b) leaf length and (c) width at three different timepoints. * *P* <0.05; ** *P* <0.01. **Figure S3.** Phenotype of four-week old *PHYB* wild-type, *phyB*-null, *PHYC* wild-type and *phyC*-null plants at the stage of harvest for RNA-seq analysis. **Figure S4.** Principal Component Analysis of normalized expression values of all genes. (a) All libraries, (b) PHYB libraries and (c) PHYC libraries. **Figure S5.** Relative transcript levels of six flowering time genes determined by qRT-PCR in wild-type and *phyB*-null mutants at three stages of development (Leaves from two-week, four-week and six-week-old plants). Expression levels are presented as fold-*ACTIN*. * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001. (PDF 537 kb) Additional file 2: All RNA-seq data. Columns describe the genomic locus, the associated longest transcript which mapped to this locus, top BLAST hit and description and e-value, normalized counts from each library, fold-change (wild-type/*phy-*null mutant, genes highlighted green are upregulated in the *phy*-null mutant, genes highlighted red are downregulated in the *phy*-null mutant) and FDR-adjusted *P* values from DESeq and EdgeR (*P*adj <0.01 highlighted in yellow). (XLSX 60849 kb) Additional file 3: High-confidence PHYB/PHYC-regulated genes. In different tabs, 2202 PHYB-regulated genes, 261 PHYC-regulated genes, 82 genes showing concerted regulation by PHYB and PHYC in the same direction and 22 genes showing concerted regulation by PHYB and PHYC in the opposite direction. Columns describe the genomic locus, the associated longest transcript which mapped to this locus, top BLAST hit and description and e-value, normalized counts from each library, fold-change (wild-type/*phy-*null mutant, genes highlighted green are upregulated in the *phy*-null mutant, genes highlighted red are downregulated in the *phy*-null mutant) and FDR-adjusted *P* values from DESeq and EdgeR (*P*adj <0.01 highlighted in yellow). (XLSX 1200 kb) Additional file 4: FDR-adj *P* <0.01 PHYB/PHYC-regulated genes significant in just one experiment. In different tabs, 5320, PHYB-regulated genes, 1037 PHYC-regulated genes and 336 genes showing concerted regulation by PHYB and PHYC. Columns describe the genomic locus, the associated longest transcript which mapped to this locus, top BLAST hit and description and e-value, normalized counts from each library, fold-change (wild-type/*phy-*null mutant, genes highlighted green are upregulated in the *phy*-null mutant, genes highlighted red are downregulated in the *phy*-null mutant) and FDR-adjusted *P* values from DESeq and EdgeR (*P*adj <0.01 highlighted in yellow). (XLSX 3100 kb)

How the deposited data were processed for this re-analysis (not part of the article)

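The deposited table holds, for 150754 transcribed loci, the uniquely mapped reads that the authors counted with htseq-count in each of the 32 leaf libraries. The values are raw counts, without normalization, and all 32 columns were used. They form 8 groups of 4 libraries, namely the wild type and the null mutant of the *PHYB* and the *PHYC* sister lines in experiments 1 and 2. The reads were trimmed, mapped to the A- and B-genome arms of the draft wheat assembly and counted by the authors, and neither reads nor alignments were processed here. Positions are those of the locus names on the same assembly, where many loci lie on scaffolds that have a chromosome arm but no place on the chromosome.

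Library totals ranged from 15961572 to 47695062 counted reads, and a locus with a mean of 1 read per library at this depth is near the limit of what can be told from 0. Each null mutant was compared with its wild type within each experiment, with the 8 libraries of that experiment fitted alone, since the paper did so. Loci with at least 3 reads in at least 2 of the 8 libraries were tested, as in the paper. Size factors were median-of-ratios factors (the RLE method of edgeR 4.0.16, which is that of DESeq), and the test was edgeR's quasi-likelihood test with default settings, with Benjamini-Hochberg adjusted P values and a threshold of 0.01. Loci called in the same direction in both experiments of a line are termed high-confidence, as in the paper, and loci high-confidence in both mutants are termed shared. Standard errors of log2 fold changes were derived from the fold change and its F statistic. Normalized counts are counts divided by the size factor of the library within its experiment, and fold changes of single genes come from the edgeR fit.

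The difference between the effects of both mutants was tested as a contrast in 1 model with a mean for each of the 8 groups of all 32 libraries. The interaction of genotype and experiment, and the difference between the wild types of both experiments, were tested in 1 model of the 16 libraries of each line. Each count of loci was compared with the counts after the libraries were regrouped within the design, in 35 splits of an experiment, 100 drawn splits for the sets that need 2 or 4 experiments, and 21 or 30 splits for the contrasts over several groups, with fixed seeds. Principal components were computed in R 4.3.3 from log2(normalized count + 1) with each locus centred, and gaps between groups were tested by exact permutation of 8 libraries against 8. For the components, size factors were set over all libraries entered, which scales depth between experiments and lines. Differences in depth may remain at loci with few reads. Permutation of genotypes within each experiment, or of experiments within each genotype, was added after the values had been seen. Enrichment of high-confidence loci on a chromosome was tested by Fisher's exact test across loci, where loci are not independent replicates, and clustering by 1000 random draws of tested loci. DESeq2 1.42.0 and edgeR's exact test were run as alternatives, data were read with data.table 1.17.8, and figures were drawn with matplotlib 3.10.9.

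Counts within an experiment, high-confidence and shared counts, shares of these and named genes were recomputed with TMM or upper-quartile factors, no filter or edgeR's filterByExpr, DESeq2 or edgeR's exact test, pairs of tests both required, a threshold of 0.05, at least a 2-fold change, the replicate number as a block, 1 fit of the 4 groups of a line, libraries thinned to the smallest total, and each library left out in turn. A single test over both experiments at an adjusted P of 0.0001 was run for the high-confidence and shared sets alone. The counts of loci whose mutant effects differ, of both interactions and of differences between the wild types were recomputed only with TMM factors, filterByExpr, DESeq2, thinned libraries, the replicate number as a block and each replicate number left out of every group. Library totals without scaling factors were added as an alternative after the size factors had been seen. The principal components were recomputed with other pseudocounts, other sets of loci, loci scaled to unit variance and each replicate number left out.

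The pipeline was tested on simulated data, negative binomial counts with the locus means, size factors and common dispersion of each experiment, in which 200 loci with a mean of at least 20 were changed 2-fold or 4-fold and no other locus was changed. The quasi-likelihood test recovered 150 of the 200 changed loci with 1 false call among 78306 loci for *PHYB* experiment 1, 141 with 2 among 79922 for *PHYB* experiment 2, 131 with 1 among 74772 for *PHYC* experiment 1 and 163 with 0 among 72588 for *PHYC* experiment 2. Of the 4-fold changes, 100%, 100%, 99% and 100% were recovered in this order, and of the 2-fold changes 50%, 41%, 32% and 63%. A simulated 4-fold interaction of genotype and experiment in the *PHYB* lines was recovered at 181 of 200 loci with 0 false calls among 84528 loci. No 2-fold interaction was simulated.

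The genes named are every gene that Tables 1 to 4 of the paper list with an identifier, *PPD-A1*, the loci annotated as phytochrome B and phytochrome A in the additional files, and for each of 4 sets (high-confidence in *PHYB*, high-confidence in *PHYC*, shared with the same direction, shared with opposite directions) the 2 loci that rose most and the 2 that fell most. For the last rule the loci needed a mean normalized count of at least 100 in a genotype of every experiment used. The values in the paper's tables and in the visible part of its additional files were seen before this rule was written. Loci named outside it are said to have been chosen after their values were seen. The enrichment of functional terms, the quantitative PCR, the flowering times and the *PHYC* genes themselves were not analysed here.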

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

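In this part, the test of the *GATA-B1* counts was chosen after its result was seen, and the other tests were set before.

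A library lay far from the other 3 of its group in 38 of 560 groups of values tested (library totals, scores on principal components and the named genes), which is 6.79%, where chance gives about 1 in 20. The number after each gene is the gap to the nearest library divided by the range of the group, and the far library is above the others unless it is said to be lower. The total of replicate 3 of *phyB*-null in experiment 1 was 47695062 reads, above the other 3 libraries of its group by 0.889 of the range. In the *PHYB* wild type of experiment 1, the far libraries were replicate 1 for isotig29116 (1), replicate 2 for *IAA-B15* (0.889, lower), replicate 3 for *IAA-A12* (1), *ACC synthase-A* (1), *ATHB2-B* (0.865, lower) and *LNG-2-like-A* (1), replicate 4 for *GATA-A7* (0.891, lower) and *FT-like_chr3-B* (0.916). Among the libraries of the *PHYB* wild type of experiment 2, the far libraries were replicate 1 for *FT-like_chr2-A* (1), *GA2ox-B11* (1), Traes_3AS_D6DD0F6B9 (0.873) and Traes_2AS_7E47A2541 (1), replicate 3 for *WCS19a-B* (1). For *phyB*-null of experiment 1, the far libraries were replicate 1 for *FT-like_chr3-A* (0.872), *FT-like_chr5-2-A* (0.904) and *ICE-B41* (0.842), replicate 2 for *ATHB2-A* (0.867), replicate 3 for *GATA-A7* (1) and *GA20ox-B2* (0.885, lower), replicate 4 for CL5656Contig1 (0.926). Within *phyB*-null of experiment 2, the far libraries were replicate 2 for *FPF-like-A4* (0.838), *VIL-A2* (0.84, lower) and Traes_3AS_D6DD0F6B9 (0.956), replicate 3 for *IAA-A16* (0.873, lower) and contig42184 (1), replicate 4 for *miR393b-A* (0.844). In *phyC*-null of experiment 1, the far libraries were replicate 2 for *FUL-A2* (0.878), td-k55_contig_4494_td-k31_contig_5074 (1) and Traes_2AS_315383305 (0.905), replicate 3 for the 7B locus with the *GATA-A7* identifier (1), replicate 4 for *GATA-A7* (1). Among the libraries of the *PHYC* wild type of experiment 1, the far libraries were replicate 1 for td-k55_contig_4494_td-k31_contig_5074 (0.831), replicate 4 for *FUL-A2* (0.91) and *GI-B* (0.841, lower). For the *PHYC* wild type of experiment 2, the far libraries were replicate 4 for *GI-B* (0.861). Within *phyC*-null of experiment 2, the far libraries were replicate 3 for *TaAGL33-A* (0.838, lower), replicate 4 for *miR5200-A* (0.903). A value of 1 comes from groups where the other 3 libraries are at 0, with at most 3 normalized counts in the far library. At this share of groups chance is enough for most of them, and no library was set aside. The size factors take the larger total of this library into account, and without it the PHYB-regulated loci in experiment 1 numbered 3995. No biological explanation for a single library was tested.

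The effects of *phyB*-null and *phyC*-null differed at 5379 of 90331 loci, 2337 with a higher and 3042 with a lower value in *phyB*-null relative to *phyC*-null, by edgeR's quasi-likelihood test of the difference itself. Of 21 regroupings, only the real one gave as many, and the highest of the others was 3. The regroupings exchanged libraries between the *PHYB* and *PHYC* lines, whose baselines differ, which widens the spread within the regrouped groups. They therefore cannot exclude chance for the difference between the effects. The count of 5379 falls to 2908, 2991 or 2548 loci without replicate 1, 3 or 4 of every group. In another set, the 3372 high-confidence PHYB loci that were tested in both *phyC*-null experiments and called in neither, 61% moved the same way in both *phyC*-null experiments, against 41.9% of other tested loci, which is consistent with a weaker effect of the same direction in *phyC*-null at a part of them. Whether this holds at the 5379 loci was not tested. The phytochrome that is missing is the biological difference in the design, and it stays open beside others that the design confounds with it. The *PHYB* lines and the *PHYC* lines are different sister lines, and the paper ran their experiments separately. Differences between line backgrounds or runs and phytochrome effects therefore cannot be told apart at these loci. The lines lay 8.08 SD apart on the first principal component in both genotypes. They overlapped with a pseudocount of 10, with loci scaled to unit variance and without replicate 2 of every group. This gap is one between baselines and may hold background, run and any depth left after scaling. Each mutant was compared with its own wild type, so the gap does not show why the effects differ.

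The *PHYB* effect differed between the experiments at 4 of 87262 loci, beside 9166 at an unadjusted P under 0.05 in edgeR's quasi-likelihood test. They are td-k41_contig_48716 (-3.66), Traes_6BL_B51240ACF (-3.93), Traes_5BL_DFFA40472 (-2.05) and Traes_7AS_7D07DDD58 (-1.99), with the log2 difference of the effect in experiment 2 from that in experiment 1, and were named after their values were seen. Of 30 regroupings, only the real one gave as many, and the others gave at most 1. The regroupings exchanged libraries between experiments, whose baselines differ, which widens the spread within the regrouped groups. They therefore cannot exclude chance for the interaction. Without replicate 2, 3 or 4 of every group the number was 47, 0 or 0. At these loci the wild types of both experiments differed 4.13 times as much as the *phyB*-null groups (median absolute log2 difference). A shift of the wild type and a change of the mutant effect cannot be told apart with 4 loci, which were chosen for the interaction itself. The experiment is the only factor in the design that separates these groups, and no biological explanation was tested.

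The *PHYC* effect differed between the experiments at 14 of 81574 loci, beside 8419 at an unadjusted P under 0.05 in edgeR's quasi-likelihood test. Chance cannot be excluded here, since 2 of 30 regroupings gave as many loci and the highest other count was 46. Without replicate 2, 3 or 4 of every group the number was 8, 4 or 4. Lower depth of experiment 2 is argued against, since thinning every library to 15961572 reads left the number almost as it was, with a ratio of 1.08 between both. Of these loci, Traes_1BS_C012FD5DC, Traes_1BL_46A3D7BAD, Traes_1BS_85C42AB87 and KukriC5014_2 lie on chromosome 1B and Traes_1BL_65D58F997 on a 1BL scaffold, all named after their values were seen. The paper proposes that a difference between growth chambers may have caused some of the variation between the *PHYC* experiments. Chance is excluded for 1656 loci that differ between the *PHYC* wild types, with 1 of 30 regroupings that gave as many, but the count falls to 289, 138 or 61 without replicate 2, 3 or 4 of every group, and chambers cannot be told apart from anything else that differed between the experiments.

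Chromosome 1B held 51 of the high-confidence PHYC loci, more than its share of 3589 tested loci (odds ratio 3.39, Fisher's exact test across loci, adjusted P = 1.16e-10), and 41 of them lay in a stretch of 897 tested loci, from 121357866 to 207386741. The paper describes no such cluster. In this stretch 16 loci were higher and 25 lower in *phyC*-null, and 16 were also high-confidence in *PHYB*. A segment of 1B that differs between the *PHYC* sister lines predicts such a block, and 80.4% of the 1B loci lay in this stretch, where the fullest stretch of the same size in random draws of tested 1B loci held a mean of 36.5% and at most 49%. A haplotype of this segment that both null lines carry, with another in the *PHYC* wild type and a mixture among the *PHYB* wild-type plants, was set as a further test. Over the 8 *PHYB* wild-type libraries, markers near zero in the *PHYC* wild type and markers near zero in *phyC*-null were correlated at r = -0.97 (exact permutation p = 0.00317, Spearman's rho -0.762, p = 0.0368), and at -0.936 without the 2 farthest libraries. The libraries fall into separate levels on these 7 and 7 markers, so r rests on few distinct values. *GATA-B1* is itself in the second set of markers, so it was compared with the other 6 markers of that set. The only *PHYB* wild-type library at or under 5% on these 6 markers had a *GATA-B1* count of 0. The lowest of the other 7 libraries had 56.8% of the *PHYC* wild-type mean. These values are consistent with a segregating 1B haplotype as the reason for the lower *GATA-B1* counts in both mutants. A regulation of loci in this segment by the phytochromes, which the design would give as the biological explanation, is not excluded for each of them, as the segment and the genotype go together in the *PHYC* lines.

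The locus annotated as phytochrome B (Traes_4AS_1F3163292, chromosome 4A) had 459 ± 39.9 normalized counts in the *PHYB* wild type and 197 ± 21.8 in *phyB*-null, with a mean log2 fold change of -1.22 over experiments 1 and 2. Its log2 fold changes were -1.26 and -1.18 (adjusted P = 6.16e-05 and 2.38e-05 by edgeR's quasi-likelihood test), and the text of the paper does not discuss it. A deletion of the region around it is argued against, as 0 of its 10 nearest tested loci on 4A were lower in *phyB*-null in both experiments by edgeR's quasi-likelihood test at the threshold. The loss-of-function mutation of *PHYB* itself, or feedback of PHYB on its own transcript, stay open and were not tested.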

How the results depend on the processing

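Library totals without scaling factors were tested after the size factors had been seen. So was a setting that required both edgeR's exact test on library totals and DESeq2 on its own size factors. Permutation within the other factor was added after the gaps on the components had been seen. Every other alternative was set before the data were examined. Of 292 values of the counts, shares, ratios and gaps under these alternatives, 215 kept their direction and their side of the threshold or stayed within the set distance, and the others follow. The distance is 1.5 times for a count of loci, and for a share its 95% binomial confidence interval.

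TMM factors, the filterByExpr filter and the requirement of both DESeq2 and the quasi-likelihood test moved none of these counts or shares past that distance, and upper-quartile factors moved only the share of high-confidence PHYB loci higher in *phyB*-null, to 39.6%. With TMM factors, 3854 of the 3934 high-confidence PHYB loci and 343 of the 343 high-confidence PHYC loci were the same loci. The filterByExpr filter kept 3696 and 289 of them. Without a filter there were 2542 PHYC-regulated loci in experiment 1, 1600 in experiment 2, 667 high-confidence PHYC loci, 214 shared loci with the same and 40 with opposite directions, and a share of 45.3% higher in *phyB*-null. The cause was not tested.

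DESeq2 gave 6530 high-confidence PHYB loci, 3765 and 1467 PHYC-regulated loci in experiments 1 and 2, 670 high-confidence PHYC loci, and 221 and 39 shared loci with the same and opposite directions. Its interaction of genotype and experiment passed at 397 loci in *PHYB* and 158 in *PHYC*, and the wild types differed at 5154 and 5225 loci. edgeR's exact test gave 11509 PHYB-regulated loci in experiment 1, 6333 high-confidence PHYB loci with a share of 46.7% higher, 3759 and 1769 PHYC-regulated loci, 756 high-confidence PHYC loci, and 235 and 43 shared loci. With both DESeq2 and the exact test required, the PHYB share was 45.4%, PHYC-regulated loci numbered 3238 and 1413, high-confidence PHYC loci 638 and shared loci with the same direction 205. Of the 3934 high-confidence PHYB loci of the quasi-likelihood test, 3886 were also called with DESeq2 and 3925 with the exact test. The cause of the larger sets was not tested.

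At a threshold of 0.05 there were 16156 and 19185 PHYB-regulated loci in experiments 1 and 2, 9310 high-confidence PHYB loci (46.6% higher), 4448 and 1723 PHYC-regulated loci, 754 high-confidence PHYC loci, and 262 and 50 shared loci. Requiring at least a 2-fold change gave 4782 and 5583 PHYB-regulated loci, 2368 high-confidence PHYB loci (49.6% higher) and a ratio of PHYB-only to PHYC-only loci of 10.7. A looser threshold can only add loci and a required fold change can only remove them. A single fit of the 4 groups of a line gave 2847 PHYC-regulated loci in experiment 1, and a single test over both experiments at an adjusted P of 0.0001 gave 564 high-confidence PHYC loci and 156 shared loci with the same direction, for which the cause was not tested.

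With library totals in place of size factors, the share of high-confidence PHYB loci higher in *phyB*-null went from 42.4% to 72.9%. It was 67.4% with the exact test on totals and DESeq2 on its own size factors both required. The majority thus reversed in both settings. The PHYC share was 65.4% and 59.3%, and the share of shared same-direction loci lower in both mutants 57.3% and 58.2%. There were 2291 PHYC-regulated loci in experiment 1 on totals. With the exact test on totals and DESeq2 both required, there were 2183 and 1215 in experiments 1 and 2 and 521 high-confidence PHYC loci. Library totals shift every log2 fold change of an experiment by 1 amount, toward higher values in the mutant. For the tests run on totals, this by construction raises the shares higher in the mutant. Which scale is the true one was not tested, as no spiked-in standard was used here.

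With the replicate number as a replicate block, PHYB-regulated loci numbered 3422 and 5811, high-confidence PHYB loci 1942 (44.4% higher), PHYC-regulated loci in experiment 1 742, and the ratio of PHYB-only to PHYC-only loci was 10.2. In the same fit the PHYB interaction passed at 1 locus, and the wild types of both experiments differed at 3 and 4 loci. The numbers do not pair the libraries, as same-numbered libraries of both genotypes deviated together with correlations of -0.389 to 0.154 (mean -0.064), above 0.1 in 3 of 16 comparisons. Within an experiment, the block therefore takes 3 of 6 residual degrees of freedom without removing shared variation, and a call lost with it need not be a weaker effect. The correlations were taken within an experiment and not between experiments. They therefore do not explain the falls in the fits of 16 libraries, the PHYB interaction and the wild types, and that cause was not tested. Among the named genes, the block removed the call of *CCA-B1*, *FT-like_chr2-A*, *IAA-B17*, *WAT1-like-B2*, *PIN3-like-B*, *SPL14-like-A*, *BSH-B* and *miR393b-A* in *phyB*-null and of *TaAGL33-A*, *PRR95-A*, *VIL-A2* and *VIL-B2* in *phyC*-null, and added that of *miR156g-A* in *phyB*-null.

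With every library thinned to 15961572 reads, 3015 of the high-confidence PHYB loci and 295 of the high-confidence PHYC loci were called again, and the PHYB interaction passed at 2 loci. Depth limits the loci with few reads, and in the simulated data 2-fold changes were missed more often than 4-fold changes. No named gene changed direction where it was high-confidence in the main analysis or in the alternative, and the other directions were not compared. Of 202 calls or missing calls of named genes, TMM and upper-quartile factors changed none and the requirement of a 2-fold change removed 8. The call of the phytochrome A-like locus in *phyB*-null was added with no filter, DESeq2, the exact test, both of these required, a threshold of 0.05, 1 fit of the 4 groups or library totals.

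With single libraries left out, the lowest and highest numbers were 3995 and 7797 for PHYB-regulated loci in experiment 1, 4958 and 11138 for PHYB-regulated loci in experiment 2, 2490 and 4453 for high-confidence PHYB loci, 452 and 3726 for PHYC-regulated loci in experiment 1, 483 and 781 for PHYC-regulated loci in experiment 2, 219 and 444 for high-confidence PHYC loci, 66 and 124 for shared loci with the same direction, 16 and 29 for shared loci with opposite directions and 10 and 28.1 for the ratio of PHYB-only to PHYC-only loci. The share higher in the mutant was between 40.3% and 45.1% for *phyB*-null and between 46.5% and 54.8% for *phyC*-null, and the share of shared loci lower in both between 74.2% and 80.2%. For *phyC*-null the majority depends on single libraries and on the test, as the share was also under 50% with no filter (49.2%), DESeq2 (46.7%), the exact test (49.2%), both of these required (47.5%), a threshold of 0.05 (47.9%) and the replicate block (49.4%). Fewer libraries give fewer calls by construction, but counts also rose without some libraries, with 4453 high-confidence PHYB loci without *PHYB* wild-type replicate 3 of experiment 1 and 3726 PHYC-regulated loci in experiment 1 without *PHYC* wild-type replicate 2 of experiment 1. With a replicate number left out of every group, the ranges were 2548 to 3634 for loci whose effects differ between the mutants, 0 to 47 (edgeR's quasi-likelihood test, with 9166 loci at an unadjusted P under 0.05 when no library was left out and 397 called by DESeq2) and 4 to 13 for the interactions in *PHYB* and *PHYC*, and 154 to 1015 and 61 to 1704 for the wild types of both experiments. The libraries that moved a count by more than 1.5 times are named with the results.

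On the principal components of all libraries, the gap between *phyC*-null and its wild type on the second component was 1.67 SD with a pseudocount of 10 and 1.05 SD with loci scaled to unit variance, no longer past 0.05 by exact permutation. With the 1000 most variable loci, the *PHYC* libraries had gaps of 15.2 SD (first component) and 0.992 SD (second) between genotypes and of 2.85 SD and 4.42 SD between experiments, so that genotype and experiment exchanged components. With a replicate number left out, the gaps over all libraries ranged over 6.26 to 7.21 and 2.69 to 4.12 SD for *PHYB* on the first and second components and 2.48 to 3.42 and 1.05 to 2.93 SD for *PHYC*. In the *PHYB* libraries they ranged over 5.8 to 7.19 and 0.361 to 1.07 SD between genotypes and 0.027 to 0.898 and 1.09 to 5.32 SD between experiments, and in the *PHYC* libraries over 0.080 to 4.38 and 3.0 to 11.7 SD and 2.27 to 3.41 and 0.119 to 4.53 SD. The number of loci with libraries of a group split between high and near zero was 661, 263 with a highest count of at least 200 and 358 with near zero at 2%, by construction fewer. By exact permutation within each experiment or genotype, the gaps in the *PHYC* libraries of 1.68 SD between genotypes on the first component and 2.73 SD between experiments on the second were past 0.05 (p = 0.0049 and 4.08e-04), where permutation of 8 libraries against 8 gave p = 0.0872 and 0.113. Among the chromosomes, the calls of 1B and its 1BL scaffolds for PHYC held with DESeq2, and those of 3B (odds ratio 0.895, adjusted P = 0.12) and 7B (1.18, adjusted P = 0.0673) for PHYB were lost, while 3B scaffolds were called (odds ratio 0.353, adjusted P = 0.00639). The share of neighbouring high-confidence loci stayed above that of random draws within 2 kb and within 50 kb.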

Differences from the paper's values

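Library totals without scaling factors were tested as an alternative only after the values were seen. The paper gives 4315 PHYB-regulated genes in experiment 1 and 5955 in experiment 2, and here there were 7648 and 9545. The paper required an adjusted P of at most 0.01 in both DESeq and edgeR, where the counts here rest on edgeR's quasi-likelihood test alone, and the version of DESeq that the paper used was not run. Of the alternatives set before the data were examined, a required 2-fold change (4782 and 5583) and the replicate number as a block come within 1.5 times of both values, thinned libraries come within it for experiment 2 alone (7547), and no other does. For high-confidence PHYB genes the paper has 2306 and the value here is 3934, and for those outside the PHYC set 2202 in the paper against 3812 here. The union of both sets is 2567 in the paper and 4155 here, the genes called in a single PHYB experiment are 5656 in the paper and 9321 here, and those of them outside the PHYC list 5320 in the paper and 8983 here. These 5 counts fall within 1.5 times of the paper's with a required 2-fold change (2368, 2268, 2580, 5627 and 5385), with thinned libraries (3225, 3112, 3420, 7779 and 7484) and with the block, and with no other alternative that was set before. Of 1049 of the paper's high-confidence PHYB loci that are visible in its additional files, 989 were high-confidence here, 960 with a required 2-fold change, 915 with the block and 959 with thinned libraries.

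The paper has 69.9% of the high-confidence PHYB genes higher in the mutant and the share here is 42.4%. Of the alternatives set before, edgeR's exact test (46.7%), a threshold of 0.05 (46.6%) and a required 2-fold change (49.6%) come within 1.5 times of it, on the other side of 50% from the paper, and the others do not. Library totals without scaling factors give 72.9%. The exact test on library totals and DESeq2 on its own size factors, both required, give 67.4%. Both were chosen after seeing the values, and they drop 69 and 23 of the paper's 1049 visible loci. In this comparison with the paper, 1.5 times also served as the distance for shares. The paper has 70.9% of the high-confidence PHYC genes higher in the mutant, and the share here is 51.9%. That is within 1.5 times of the paper's, and 46.7% with DESeq2 is not. Of the shared same-direction loci, 77.3% were lower in both mutants here, a larger share than the paper's. On library totals the PHYC share was 65.4% and the share lower in both 57.3%. The paper's ratio of PHYB-only to PHYC-only genes is 8.5 and the value here is 17.2. Of the alternatives set before, it is within 1.5 times of the paper's with no filter (12.4), the exact test (12.7), a required 2-fold change (10.7) and the block, and not with the others. Of those chosen after seeing the values, it is so with the exact test on library totals and DESeq2 on its own size factors both required (11.5, with 23 of the visible loci dropped).

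Of 204 averages in Tables 1 to 4, 194 were within 1% or 1 count of those here, and 10 were not. For *GATA-B1* the paper lists 69 and 77 in the *PHYB* and *PHYC* wild types, and the values here are 194 and 225. The paper's averages for *GATA-A7* are 194, 2, 225 and 2 in the *PHYB* wild type, *phyB*-null, *PHYC* wild type and *phyC*-null, where the 7A locus with its identifier has 4.34, 0.358, 3.49 and 0.109. The averages listed for *GATA-A7* equal those of *GATA-B1* here, and those listed for *GATA-B1* equal those of the 7B locus that shares the *GATA-A7* identifier (68.5, 0.666, 77.2 and 0.746). For *PROG-A1* the paper lists 90 and 502 in the *PHYB* wild type and *phyB*-null, and for *PROG-B1* 16 and 173, where the 5A locus has 15.5 and 173 here and the 4B locus 89.5 and 502, so that the pairs are exchanged. None of the alternatives set before was run on these averages, which depend on the size factors alone.

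Further statements of the paper differ from the values here. On the principal components of all libraries, the paper has the first separate *phyC*-null from its wild type and the second *phyB*-null from its wild type. Here the *phyB* genotypes were 6.72 SD apart on the first and 3.53 SD on the second without overlap. The *phyC* genotypes were 2.83 SD apart on the first, with overlap across the experiments and none within either. With the 1000 most variable loci (7.06 SD) or without replicate 4 of every group (3.42 SD), the *phyC* genotypes did not overlap on the first, nearer to the paper. In the other settings they overlapped. The paper has the *PHYC* experiments part on the second component and the *phyC* genotypes on the first. Here the experiments were 2.92 SD apart on the first component and 2.73 SD on the second, on both without overlap within either genotype. Size factors for these components were set over all libraries of the line, so differences in depth between the experiments were scaled. Some may remain at loci with few reads. The genotypes were 1.68 SD apart on the first with overlap and 5.74 SD on the second without. With the 1000 most variable loci, the genotypes were 15.2 SD apart on the first and the experiments 4.42 SD on the second, nearer to the paper, and without replicate 2 of every group 4.38 SD and 4.53 SD. Without replicate 1, without replicate 3 and with loci scaled to unit variance, the genotypes were 0.233, 0.080 and 0.359 SD apart on the first, and the experiments 0.119, 0.392 and 0.161 SD on the second, so that both gaps depend on the setting. The paper has a single PHYB gene with opposite directions in both experiments, and here there were 2.

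Single genes differ as well. The paper has *PPD-A1* lower in both mutants but outside the high-confidence genes, and here it was lower and high-confidence in *phyB*-null (mean log2 fold change -1.06) and not called in *phyC*-null (-0.32, adjusted P = 0.748 and 0.245 by edgeR's quasi-likelihood test). Its *phyB*-null call was lost with a required 2-fold change. *IAA-B12*, *XTH-like-B* and *miR156g-A*, high-confidence in the paper, were called here in experiment 1 alone (adjusted P in experiment 2 of 0.0312, 0.0423 and 0.0115). All 3 were called in both experiments at a threshold of 0.05, *IAA-B12* and *miR156g-A* also with DESeq2, the exact test, both of these required, or without *PHYB* wild-type replicate 3 of experiment 2, and *miR156g-A* also with no filter, the block or 1 fit of the 4 groups. Library totals with the quasi-likelihood test called *IAA-B12* and *miR156g-A* as well. So did the exact test on library totals and DESeq2 on its own size factors, both required. These settings were chosen after seeing the values, with 69 and 23 of the paper's visible loci dropped. The 7A locus with the *GATA-A7* identifier was not called (adjusted P of 0.0349 and 0.013 in *phyB*-null), except in *phyB*-null with the exact test or a threshold of 0.05. *VIL-A2*, *VIL-B2* and *WCOR15-A*, which the paper lists as regulated by PHYB alone, were also high-confidence in *phyC*-null here, with adjusted P values of 0.00459 and 0.0025, 0.00555 and 0.00675, and 3.16e-04 and 8.15e-05 in experiments 1 and 2. *FT-B3* is listed by the paper as regulated by PHYC alone, and the difference between the effects of both mutants was 1.42 with an adjusted P of 0.0302.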

Other observations

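In this part, the tests of growth chambers, of the paper's size factors, of split segments, of near-zero segments, of the opposite-direction loci, of the *pri-miR530* counts, of a 2A segment and of the totals without the largest loci were chosen after their results were seen, as was the setting on library totals. For the loci that differ between mutant and wild type, 1 of 35 regroupings of each of the 4 experiments, the real one, gave as many, and so did 1 of 100 for each of the high-confidence and the shared sets. The other regroupings gave 0 loci at the threshold by edgeR's quasi-likelihood test, so chance can be excluded for these counts. For the difference between the wild types of both experiments, 1 of 30 regroupings gave as many loci in the *PHYB* and in the *PHYC* lines, and the highest other counts were 761 and 0.

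There were more high-confidence loci in *phyB*-null than in *phyC*-null. A larger spread between the *PHYC* libraries is argued against, as the number of loci with at least a 2-fold change in the same direction in both experiments, which needs no test, was 5.94 times as large in the *PHYB* lines. Deeper sequencing of the *PHYB* libraries is argued against too, with a ratio of PHYB-only to PHYC-only loci of 16 after every library was thinned to 1 total. Calls lost because the *PHYC* experiments used different chambers would leave single experiments alike, and the smaller *PHYB* experiment still had 6.01 times as many called loci as the larger *PHYC* experiment. The ratio depends on the test and the libraries, with 11461 and 3765 loci with DESeq2, 11509 and 3759 with the exact test, 3995 and 1273 without *phyB*-null replicate 3 of experiment 1, and 7648 and 3726 without *PHYC* wild-type replicate 2 of experiment 1, but in none of these were the experiments alike. A larger effect of PHYB on these loci stays open as a hypothesis, beside the difference between the sister lines and between their separate runs.

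The share of high-confidence PHYB loci higher in *phyB*-null lay below the paper's share. Other size factors than those of the paper are argued against, as 99% of the normalized counts of 50 or more in the visible part of the paper's tables differed by at most 0.0532% from those here. The choice among normalization methods moved the share by at most 2.84 percentage points under TMM or upper-quartile factors. Small fold changes that were called here and not in the paper cannot be told apart from other reasons, since loci with at least a 2-fold change gave 49.6%, nearer to the paper but below 50%. With edgeR's exact test on library totals and DESeq2 on its own size factors both required, the share was 67.4%. A test run on library totals without scaling factors can thus give a share close to the paper's. The adjusted P values in the visible part of the paper's tables were nearer to those on library totals, with a median absolute log10 difference 1.6 times larger on size factors (6.86 against 4.28), but neither set matched, so this stays open. No biological explanation was tested for a difference between 2 treatments of the same counts.

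The size factor per counted read was lower in every wild-type library than in every null mutant library in *PHYB* experiments 1 and 2 and *PHYC* experiment 1, by ratios of 1.25, 1.19 and 1.28 of null mutant to wild type (exact permutation p = 0.0286 for each, the smallest that 4 against 4 libraries can give). In *PHYC* experiment 2 the ratio was 1.06, with overlap (exact permutation p = 0.4). The 10 largest loci took up to 2.26 percentage points more of the counts in the wild types. A few loci are argued against as the whole cause in these 3 experiments, since the totals without the 10 largest wild-type loci took away at most 10.1% of the log2 ratio and left every null mutant library above every wild-type library. Without the 100 largest, 33.9%, 43.3% and 38.6% of the log2 ratio went, and without the 1000 largest 74.1%, 82.3% and 73.8%, so the shift is spread over many abundant loci. The 1000 largest took 51.5%, 52.4%, 57.9% and 56.4% in the wild types and 44.5%, 46.3%, 50.0% and 54.7% in the null mutants of *PHYB* experiments 1 and 2 and *PHYC* experiments 1 and 2 (exact permutation p = 0.0286, 0.0571, 0.0286 and 0.514). What changed the share of these loci was not tested, and counts give no absolute scale. The genotype is the biological difference in the design and stays open.

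High-confidence PHYB loci were distributed over the chromosomes with an odds ratio of 0.79 on 3B (adjusted P = 0.00531, Fisher's exact test across loci) and 1.3 on 7B (adjusted P = 0.0089), but with DESeq2 neither passed the threshold (0.895, adjusted P = 0.12, and 1.18, adjusted P = 0.0673). A segment linked to the phytochrome B locus on 4A is argued against by an odds ratio of 1 on 4A, with 175 of 3481 tested loci. Scaffolds of 1BL held 22 high-confidence PHYC loci (odds ratio 7.6), and of 51 on 1B and 74 with its scaffolds, 21 were shared with the same direction. No biological explanation for the position on 3B and 7B was tested.

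Beside 1B, chromosome 2A had 30 high-confidence PHYC loci that crowded more than random draws of tested 2A loci, with 83.3% in a stretch of 988 tested loci from 11486 to 52201106, against a mean of 39.6% and at most 60% in the fullest stretch of the draws. Their number on 2A was not beyond that elsewhere (odds ratio 1.67, adjusted P = 0.0862, Fisher's exact test across loci). Of 25 loci in this stretch, 13 were higher and 12 lower in *phyC*-null, and 10 were also high-confidence in *PHYB*. All but *FUL-A2* end by 15378862, and *FUL-A2* starts at 50358178. A segment of 2A that differs between the *PHYC* sister lines cannot be told apart from regulation by PHYC, as it was found from these values and the stretch holds only 2 loci near zero in the *PHYC* wild type and 2 near zero in *phyC*-null.

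High-confidence loci lay next to each other more often than random loci. Within 10 kb, the nearest tested locus was high-confidence in the same direction for 5.76% of the PHYB and 9.52% of the PHYC loci placed on chromosomes, against a mean of 1.35% and 0.132% in random draws. The ratio of the observed to the random share was 3.73 times as large within 2 kb as between 10 and 50 kb for PHYB, which is consistent with several loci made from a single transcript or read-through between them. Counts of high-confidence loci may thus count a gene more than once, and neighbours that are regulated together, the biological explanation, were not tested.

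At 661 loci the libraries of a group were split between high and near zero, 51 of them high-confidence in PHYB and 41 in PHYC. A chromosome segment that segregates among the plants of a group cannot be told apart from other reasons over the whole set, since at most 14.3% of the split loci of a group lay on 1 chromosome with the same low libraries. Near zero in 1 of the 4 lines and expressed in the other 3 were 26 loci in the *PHYC* wild type, 13 in *phyB*-null, 2 in *phyC*-null and 0 in the *PHYB* wild type, counted on means without a test. Such loci lay within 1 Mb of another 7.41 times as often as random expressed loci, but this ratio rests on 2 of 18 loci in the *PHYC* wild type, where random draws reached 4, and on 0 of 10 in *phyB*-null, so it decides nothing and a deleted or replaced segment stays open. Among the shared loci with opposite directions, 56% were near zero in at least 1 line, against 35.1% of those with the same direction. The null mutants count among these lines, so strong regulation by a phytochrome gives such loci too, and these shares cannot decide. At 8 of the 25 loci with opposite and 3 of the 97 with the same direction, 1 wild-type line was near zero beside the other. This is a difference between lines that both have their phytochromes. Neither difference between the sets was tested, and regulation by both phytochromes, the biological explanation, stays open for the others. For the split loci no biological explanation was tested.

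The *pri-miR530* locus on 2A had low counts in the *PHYB* wild type and none in the *PHYC* wild type. Reads of the *phyB*-null libraries assigned to wild-type libraries sequenced with them would give every locus abundant in *phyB*-null a minimum share, and the share at this locus was 0.207%. Over 12 other loci with a mean of at least 1000 in *phyB*-null and at most 2% of it in the wild type, none within 20 kb of a *pri-miR530* locus, the lowest share was 0.38%, above the share at *pri-miR530*. Among all such loci the lowest share was 0.185%, at a locus within 20 kb of *pri-miR530* that was left out of the test as it may hold reads of the same transcript. This is a little under the share at *pri-miR530*, and a low true level and assigned reads cannot be told apart. Expression in the *PHYB* wild type itself is the biological explanation and stays open.

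In *phyB*-null of experiment 2, replicates 3 and 4 differed from each other at 1.51 times the variance of counting noise, where the next lowest of 48 pairs of libraries within groups was 6.28 and the highest 101. The paper describes biological replicates, and whether both libraries come from different plants cannot be read from the counts. Both were kept, but if they shared their RNA, *phyB*-null of experiment 2 would hold 3 independent libraries and not 4. Without replicate 3 or 4 of this group, the PHYB-regulated loci in experiment 2 fell from 9545 to 5024 or 4958 and the high-confidence PHYB loci from 3934 to 2497 or 2490, and without replicate 1 the loci in experiment 2 fell to 5276, so a fall of this size is not particular to the pair. The locus annotated as phytochrome A (Traes_4AL_F46203719, chromosome 4A) had 74.8 ± 37.3 and 154 ± 42.5 normalized counts in the *PHYB* wild type and *phyB*-null, with log2 fold changes of 1.52 and 0.79 (adjusted P = 9.24e-05 and 0.0135 by edgeR's quasi-likelihood test), and 25.1 ± 6.74 and 30.9 ± 9.04 in the *PHYC* lines.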
